# Elevated Levels of Lamin A Promote HR and NHEJ-Mediated Repair Mechanisms in High-Grade Ovarian Serous Carcinoma Cell Line

**DOI:** 10.3390/cells12050757

**Published:** 2023-02-27

**Authors:** Duhita Sengupta, Asima Mukhopadhyay, Kaushik Sengupta

**Keywords:** lamin A, ovarian cancer, genomic instability, etoposide, chemoresistance

## Abstract

Extensive research for the last two decades has significantly contributed to understanding the roles of lamins in the maintenance of nuclear architecture and genome organization which is drastically modified in neoplasia. It must be emphasized that alteration in lamin A/C expression and distribution is a consistent event during tumorigenesis of almost all tissues of human bodies. One of the important signatures of a cancer cell is its inability to repair DNA damage which befalls several genomic events that transform the cells to be sensitive to chemotherapeutic agents. This genomic and chromosomal instability is the most common feature found in cases of high-grade ovarian serous carcinoma. Here, we report elevated levels of lamins in OVCAR3 cells (high-grade ovarian serous carcinoma cell line) in comparison to IOSE (immortalised ovarian surface epithelial cells) and, consequently, altered damage repair machinery in OVCAR3. We have analysed the changes in global gene expression as a sequel to DNA damage induced by etoposide in ovarian carcinoma where lamin A is particularly elevated in expression and reported some differentially expressed genes associated with pathways conferring cellular proliferation and chemoresistance. We hereby establish the role of elevated lamin A in neoplastic transformation in the context of high-grade ovarian serous cancer through a combination of HR and NHEJ mechanisms.

## 1. Introduction

The nuclear lamina is a nuclear peripheral meshwork composed of lamins which are type V intermediate filament proteins [1,2]. Findings over the past few years have established that lamins not only impart mechanical stability and facilitate the binding of proteins and chromatin but also serve a wide range of nuclear functions such as genome organization [3,4], maintenance of genome stability by tethering chromatin [5], chromatin regulation, DNA replication-transcription damage, and repair [6,7,8]. Mutations in the LMNA gene encoding lamin A/C or its altered expression are found to be coupled with defects in DNA replication, transcription, and repair [8,9,10,11]. These observations, together with the fact that defects in lamin A are associated with various degenerative disorders, premature aging syndromes, and cancer, validate the notion that this protein serves as the “caretaker of the genome” [12]. Lamin A/C plays a role as a complex regulatory machine in various cancers but whether its expression alteration is a cause or a consequence of a particular type and stage of cancer calls for deeper investigation.

Ovarian cancer is the 7th leading cause of cancer mortality among women and 8th leading cause of cancer diagnosis worldwide [13]. It is the leading cause of death from gynaecological malignancies after cervical and uterine cancer [14]. High-grade serous ovarian cancer (HGSOC) is the most regular histological subtype of epithelial ovarian cancer (EOC) which is characterized by functional p53 loss in 96% of cases along with a high frequency of copy number alterations (CNAs) [15]. Interestingly, most carcinoma tissues and cell lines exhibit a heterogeneous expression pattern of lamin A/C [16,17,18]. Some studies have reported that lower lamin A levels in cancer cells are associated with a higher ability to migrate; whereas, migration was impeded by introducing lamin A ectopically in the system [19]. Another group has observed that increased levels of lamin A facilitate migration in colorectal cancer cells through an elevated level of T-plastin which on the other hand, downregulates E cadherin [20]. Taken together, these findings suggest that lamin A/C expression, whether low or high, has a chance of causing metastasis and invasion, given that low levels are associated with invasion through nuclear deformability, while high levels protect against mechanical forces and, thus, resist DNA damage-induced cell cycle arrest by assisting the recruitment of DNA damage repair proteins [21,22,23,24]. In ovarian cancer tissue specimens, high-density protein microarrays revealed enhanced expression of lamin A with unaltered cellular location [17]. A proteomic investigation was recently conducted in patients with polycystic ovarian disease to identify biomarkers for ovarian cancer [25]. Calreticulin, fibrinogen, superoxide dismutase, vimentin, malate dehydrogenase, and lamin B2 were found to be overexpressed in women with both ovarian cancer and PCOD in the study [26]. Therefore, this study was another hint for predicting lamins as probable regulators of cancer progression in the ovary.

In this work, etoposide, which is a semi-synthetic derivative of podophyllotoxin extracted from *Podophyllum peltatum* or *Podophyllum emodi*, has been used as a DNA-damaging agent [27]. It works by inhibiting the action of topoisomerase II resulting in DNA strand breaks and the induction of cytotoxic and apoptotic cell death [28]. The principal chemotherapeutic effect of etoposide lies in the fact that the permanent double-strand breaks overwhelm the cells thereby initiating cell deaths (Supplementary information file S1: Supplementary Figure S3A). Thus, etoposide changes topoisomerase II from an important enzyme to a strong cellular toxin that induces breaks in the genome facilitating mutagenesis and cell death pathways [29]. However, other mechanisms, such as chromosomal aberrations, aneuploidy, and endoreplication, may, nevertheless, play a role in cancer cells’ sensitivity to etoposide [30,31]. The roles of etoposide in mitotic catastrophe, senescence, neosis, and cell survival are yet to be fully determined and are currently being debated [32]. Oral etoposide is a common candidate as a single or combination drug for second-line and/or maintenance treatment, as it does not display cross resistance to platinum or paclitaxel, which are utilized as first-line chemotherapeutic agents in the treatment of ovarian cancer [33].

Various studies in mutant LMNA and HGPS models have established fascinating cues regarding the active regulatory roles of a functional lamin A in the maintenance of genomic stability and subsequent response to radiation and chemotherapy [34,35]. Studies suggest Zmpste24-deficient mouse embryonic fibroblasts (MEFs) have higher tendencies to acquire chromosome abnormalities and are more vulnerable to DNA-damaging chemicals [36]. Upon exposure to ionizing radiation, these cells demonstrate delayed recruitment of 53BP1 to H2AX-labeled DNA repair foci, as well as delayed resolution of these foci. In addition, progeroid fibroblasts have an abnormal build-up of the xeroderma pigmentosum group A (XPA) protein, which is partly responsible for DNA repair abnormalities, as well as poor recruitment of the double-strand break (DSB) repair proteins Rad50 and Rad51 to sites of DNA damage [37]. It was also reported that DNA breakage decreases the mobility of nucleoplasmic GFP lamin A [8,38]. Furthermore, lamin A was reported to engage chromatin through phosphorylated H2AX, induced by genome damage which was elevated following irradiation [8,39]. It was also established that LMNA inactivation affects the positional stability of DNA repair foci which is recovered by the stable expression of GFP-lamin A [8,40]. The early response of cells expressing disease-causing lamin A has been studied by Parnaik and colleagues [7]. Several mutants were exposed to DNA damage induced by cisplatin or UV, which primarily caused replicational stress due to stalled replication forks in the S phase, and it was discovered that several mutants inhibited the formation of phosphorylated H2AX at DNA repair foci and the recruitment of 53BP1 to the repair sites [7]. In untreated cells, these mutations impaired emerin localization and, more importantly, mislocalized ATR kinase [7]. These data also pose an intriguing question—whether lamin A is a critical component of the DNA damage response, such that its loss causes radiation and chemosensitivity as well as an abnormal DNA damage response, or does an abnormal DNA damage response result from lamin-induced changes in the nuclear substructure [41].

To investigate this, the DNA damage repair status in a high-grade ovarian serous cancer cell line with a high endogenous lamin A (OVCAR3) level was studied compared to a normal immortalized ovarian surface epithelial cell line with a low level of endogenous lamin A (IOSE). The global gene expression was studied upon the introduction of etoposide as a DNA damaging reagent in a high endogenous lamin A background. RNA sequencing analysis reported many genes to be differentially regulated which overlapped with some previously discovered genes in studies with etoposide treatment in breast and lung adenocarcinoma cell lines. Interestingly, the list of differentially expressed genes (DEGs) in the current study also included the expression of some signature genes, directly or indirectly linked to pathways associated with cellular proliferation, apoptosis evasion, and chemoresistance. Studies in lamin A knockdown background further validated the potential of high endogenous lamin A to directly or indirectly contribute to chemoprotection in the OVCAR3 cell line.

## 2. Material and Methods

### 2.1. Cell Lines

NIH-OVCAR3 cell line was obtained from Dr. Asima Mukhopadhyay at Tata Medical Centre and maintained in ATCC-formulated RPMI 1640 supplemented with penicillin streptomycin to a final concentration of 1% and fetal bovine serum (FBS) to a final concentration of 20%. IOSE (immortalised human ovarian surface epithelial cell line) was a kind gift from Dr. Nelly Auersperg (Canadian Ovarian Tissue Bank, BC) maintained in a 1:1 ratio by volume of Media 199 and MCDB 105 supplemented with penicillin streptomycin to a final concentration of 1% and fetal bovine serum (FBS) to a final concentration of 10%. Cells were cultured using a standard protocol and are maintained at 37 °C under 5% CO_2_.

### 2.2. Treatment with Etoposide and siRNA-Mediated Knockdown of LMNA Gene

OVCAR3 cells were treated with 100 ng/mL nocodazole for 16 h and washed with PBS thrice and incubated in the fresh media for 3 h before treatment with etoposide (final concentration:1.7 µM) for 24 h. DMSO was used as the vehicle. For the knockdown experiments, cells in 35 mm culture dishes were transfected with 60 nM of siRNA complex, and 5 µL lipofectamine 2000 was prepared as per manufacturer’s instructions and incubated for 24 h per dose for up to three doses [42]. siRNA sequences for LMNA are mentioned in Supplementary Materials file S1 (Supplementary Table S1).

### 2.3. Cell Lysis and Western Blot

Cells were allowed to grow to a maximum of 75–90% confluency followed by pelleting. The pellets were washed with sterile 1X PBS and stored at −80 °C until further use. For lysis, the pellets were treated with mammalian protein extraction reagent (M-PER) along with the 1X protease inhibitor cocktail. The lysates were stored at −80 °C. Protein concentrations in cell lysates were measured using the Bradford assay. Proteins were separated using 10% SDS gel electrophoresis and transferred onto a nitrocellulose membrane. Primary antibodies along with the dilutions used in this study are mentioned in the Supplementary Materials file S1 (Supplementary Table S2). Antibodies were diluted in the blocking buffer and membranes were incubated overnight at 4 °C with primary antibodies. Secondary antibody dilution was 1:400 for both antimouse and antirabbit IgG conjugated to horse radish peroxidase. Membranes were incubated with secondary antibodies for 2 h at room temperature. Blots were analysed using ImageJ (ImageJ bundled with 64-bit Java 1.8.0_112) for densitometric analysis. Experiments were performed at least 6 times.

### 2.4. Immunocytochemistry and Data Analysis

Cells were grown on sterile coverslips and on reaching 70–80% confluency, they were processed for immunostaining. Cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.5% Triton × 100 for 5 min, blocked, washed, and incubated with primary antibody solution containing blocking agent (5% normal goat serum and primary antibody as per dilution recommended in 1× PBS) for 2 h in a humidified environment at room temperature. Following the primary antibody, cells were incubated with a secondary antibody diluted in 1× PBS in a humidified environment for 2 h in dark at room temperature. Following similar washing steps (3 min twice) with 0.05% Tween-20 and 1× PBS, cells were mounted on glass slides with Vectashield mounting medium with an antifade agent and DAPI or PI to stain the nucleus. Propidium iodide was used at a concentration of 10 μg/mL for 40 min and, then, coverslips were mounted on glass slides with a mounting medium containing an antioxidizing agent (PPD). The slides were stored in dark at 4 °C. Primary antibodies along with the dilutions used in this study are mentioned in the Supplementary Materials file S1 (Supplementary Table S2). Secondary antibodies were conjugated with Alexa Fluor 488 and Alexa Fluor 546. For confocal imaging, the slides were visualized under 63× oil immersion objectives in Zeiss LSM 710 Meta, 60× (water immersion), and 100× oil DIC N2 objective/1.40 NA/1.515 RI in NIKON TiE inverted research microscope. The images were captured in resonant mode. The excitation filters used were 450/50, 525/50, and 595/50, the first dichroic mirror used was 405/488/561. The lasers used were multi line argon–krypton mixed gas laser (λ_ex_: 488 nm), a solid state laser 100 λ_ex_—405 nm, and a solid state laser (λ_ex_—561 nm). Images were processed using Ni elements analysis AR Ver 4.13 and ImageJ software (ImageJ bundled with 64-bit Java 1.8.0_112). Immunofluorescence experiments were performed at least 6 times. Around 250 nuclei were used for quantification of fluorescence intensities.

### 2.5. Comet Assay and Data Analysis

OVCAR3 cells were grown in 100 mm dishes. Cells were treated with etoposide and DMSO (vehicle) following synchronization with nocodazole. The lysis solution for comet assay was chilled at 4 °C for at least 20 min before use. LM agarose was melted in a microwave and cooled in a water bath for at least 20 min before use. 10^5^/mL cells were combined with molten LMagarose (at 37 °C) at a ratio of 1:10 (*v*/*v*) and immediately pipetted 50 µL onto two well CometSlides™ (Trevigen, Minneapolis, MN, USA). Agarose mixed cells were spread over the sample area using the side of the pipette tips. Slides were placed at 4 °C in the dark for 15–30 min. Next, the slides were immersed in lysis solution at 4 °C for 30 min. After removing the slide from lysis buffer, excess buffers were tapped and the slides were gently immersed in 50 mL of 1X TBE buffer for 5 min, two times. Neutral electrophoresis was performed at room temperature with 1X TBE at 21 V. After electrophoresis, the slides were gently removed from the tray and washed with neutralizing buffer (0.4 M Tris-HCl, pH 7.5) for 5 min followed by washing in distilled H_2_O for 5 min. Finally, the slides were stained with propidium iodide (20 µg/mL) and visualized under 20X DIC N2 objective in NIKON TiE inverted research microscope. Tail lengths and intensities were measured in a semiautomated manner using ImageJ software (ImageJ bundled with 64-bit Java 1.8.0_112.15 nuclei) from each field and a total of 500 nuclei were analysed. Ten such fields were used for quantification. Each is selected as representative independent experiment. Experiments were performed in triplicates. Ten to fifteen cells were analysed in each field. Twenty such fields were studied for each sample.

### 2.6. Replication Assay by Analysing BrdU Incorporation and Data Analysis

OVCAR3 cells were treated with 100 ng/mL nocodazole for 16 h and washed with PBS thrice and incubated in the fresh media for 3 h before treatment with etoposide for 24 h. DMSO was used as the vehicle. Ten µM of BrdU was introduced in culture media after treatment. After 2 h of BrdU treatment, cells were fixed with methanol and incubated in 2N hydrochloric acid for 30 min followed by 10 min of neutralization in 0.1 M phosphate buffer. It was then washed and stained with anti BrdU antibody (Santa Cruz) following the immunocytochemistry protocol described above. Images were grey scaled and thresholded to count the BrdU positive cells using the cell counter plugin in ImageJ (ImageJ bundled with 64-bit Java 1.8.0_112). Ten fields from each sample for all independent experiments were analysed.

### 2.7. Cell Proliferation with MTT Assay and Data Analysis

An equal number of cells were seeded in each well of 96 well plates and incubated at 37 °C for 24 h. OVCAR3 cells were treated with siRNA only, and siRNA with etoposide and DMSO, respectively. Cells without any treatment were used as control. Ten µL of MTT solution (Roche, Boston, MA, USA, 11465007001) was added to each well and the whole experiment was performed according to the manufacturer’s protocol. The absorbance was recorded at 570 nm with a reference wavelength of 630 nm by an ELISA reader. Experiments were performed in triplicates. The data was analysed in MS Excel.

### 2.8. Real-Time PCR and Data Analysis

RNA was synthesized using QIAGEN RNAeasy mini kit. Two µg of RNA was run on FA gel to analyse the purity and integrity of the sample. Five µg of RNA was reverse transcribed using a cDNA synthesis kit (Thermo Fischer Scientific, Waltham, MA, USA) with oligodt primers according to the manufacturer’s instructions. Real-time PCR with SYBR green detection was using applied biosystem 7500 real-time PCR system with fluorescence detection. Sequences of the primers used for qPCR are mentioned in the Supplementary Materials file S1 (Supplementary Table S3). Experiments were conducted in three biological replicates every time for at least 6 times. Fold changes were measured from cycle threshold values using 2^−ΔΔCT^ method.

### 2.9. RNA Sequencing and Data Analysis

Transfected cells were washed twice in ice-cold PBS, trypsinized, and transferred to a 15 mL conical tube and centrifuged for 2 min at 1000 rpm. The supernatant was discarded and the pellet was stored at −80 °C until further use. RNA was isolated using a Pure Link mini RNA isolation kit (Thermo Fisher Scientific, USA). mRNA library preparation was performed using Kapa Hyperprep stranded library preparation kit (Roche, Basel, Switzerland) followed by sequencing on Novaseq 6000 (Illumina, Inc., San Diego, CA, USA) using 2X100 bp read length targeting 50 million paired-end reads. The raw sequence dataset was mapped to the reference genome ***homo sapiens* (human) [assembly GRCh38.p13]** using the HISAT2 package. The mapped sequences were then converted from SAM file format to BAM file format and sorted using the SAMTOOLS package. Following that, the FPKM value was calculated using the StringTie package. Following that, the DESeq2 package [43] was used to perform differential expression analysis between the control and mutant in replicates. The genes with adj. *p* values less than 0.05 and log2 fold change ± 1.5 from the differential expression analysis results between C (C1 and C2 denoting DMSO treated OVCAR3 cells in replicates) and D (D1 and D2 denoting etoposide treated OVCAR3 cells in replicates) were chosen for further downstream comparison analysis. GO and pathway enrichment [44] were studied using the DAVID tool. For each given gene list, pathway and process enrichment analysis was carried out with the following ontology sources: GO biological processes [44], KEGG pathway [45], reactome gene sets [46,47], TRRUST [47], PaGenBase [48], WikiPathways [49], and PANTHER [50] pathway. All genes in the genome have been used as the enrichment background. The network was visualized with Cytoscape (v3.1.2) with a “force-directed” layout and with edges bundled for clarity. MCODE algorithm was then applied to this network to identify neighbourhoods where proteins are densely connected.

### 2.10. Lamin A Interactome Analysis and Promoter-TF Binding Analysis by Bioinformatics Tools

Lamin A interactome was studied in BioGRID which is the biological general repository for interaction datasets and a database that archives genetic and protein interaction data from model organisms and humans [51]. The functional association networks were generated with the help of the GeneMANIA tool, whereupon inserting a specific gene list, it returns connections between the genes within the selected datasets and finds a dataset where the gene list under the experiment is highly connected [52]. The transcription factor identification was performed with the help of the ORegAnno database (Open REGulatory ANNOtation database) which is an open database for the curation of known regulatory elements from the literature. Annotations are gathered from users worldwide for various biological experiments and automatically cross-referenced against common databases such as PubMed, Entrez Gene, etc., with information regarding the original experimentation performed [53]. Promoter sequences for putative transcription factor binding analysis were collected from EPD (biological database and web resource of eukaryotic RNA polymerase II promoters with experimentally defined transcription start sites) and ChipBase V2 software [54,55].

### 2.11. Statistical Analysis

All experiments were performed in replicates. All the graphical diagrams have been plotted in GraphPad Prism 9.5.0 (730) software. Statistical significance was determined by multiple t tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD) for densitometric analyses of western blot, immunofluorescence data, and fold change analyses of qPCR data. Paired *t* test (parametric) was used to analyse comet assay results. Ordinary one-way ANOVA test was performed by comparing the mean of each column by the mean of a control column in analysing the counts of BrdU positive cells. Two-way ANOVA (fitting a full model and using the Geiser Greenhouse correction) test was performed by comparing each cell mean with every other cell mean on that row in analysing the results of cell viability assay. For all the experiments, error bar indicates standard error of mean. *p* value outputs are in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]. Statistical analyses of RNA sequencing data were carried out using R language packages (version 4.0.2). Differences with *p* value < 0.05 were considered to be statistically significant. For pathway and process enrichment analysis, terms with a *p* value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) were collected and grouped into clusters based on their membership similarities. More specifically, *p* values were calculated based on the cumulative hypergeometric distribution [56] and q values were calculated using the Benjamini–Hochberg procedure to account for multiple testings [57]. Kappa scores [58] were used as the similarity metric when performing hierarchical clustering on the enriched terms where subtrees with a similarity of >0.3 were considered a cluster. The most statistically significant term within a cluster was chosen to represent the cluster.

## 3. Results

### 3.1. Increased Lamin A Expression in High-Grade Ovarian Carcinoma Cell Lines (OVCAR3)

The expression of lamins in healthy human individuals is heterogenous and very tissue specific [21]. According to the report on the differential distribution of lamins in normal human tissues, ovarian stromal cells exhibited moderate positive expression in immunostaining with lamin antibodies [59]. At the same time, the altered expression of lamins in different cancer subtypes is now evident from research worldwide [21]. The cancer cell line under this study (NIH-OVCAR3) is well characterized as a high-grade ovarian serous carcinoma cell line with a missense mutation in the TP53 gene (R248Q) [60] and an appropriate model system to study drug resistance in ovarian cancer. On the other hand, the ovarian surface epithelium (OSE) is a modified mesothelium that converts to most human ovarian carcinomas [61]. Hence, the control cell line used for comparative analysis is the immortalized ovarian surface epithelial cells (IOSE). Expression of A- and B-type lamin proteins was upregulated in OVCAR3 cells which were inferred from the western blot and immunofluorescence data (Figure 1). A similar phenomenon was also reflected in mRNA levels by qRT-PCR (Figure 1). Elevation in lamin A and lamin B levels are visibly clear both in the nuclear rim and nucleoplasm in OVCAR3 nuclei with respect to IOSE, although an abundance of nucleoplasmic lamin A is more prominent in OVCAR3 nuclei. This is even more intriguing as interaction with the transcription factors is mostly carried out by the nucleoplasmic lamin A [62] (Supplementary Materials file S1: Supplementary Figure S1). However, the extent of lamin A overexpression was significant and consistent in all the experimental and biological replicates, unlike lamin B. In addition, there is a prominent elevation in the size of the OVCAR3 nuclei as observed in the immunofluorescence data which corroborates the previous study from our lab in patients diagnosed with ovarian cancer [63]. Prioritizing the extent of upregulation and statistical significance, this study further focuses on the elevated endogenous expression of lamin A in OVCAR3 cells compared to IOSE cells and its effect.

### 3.2. DNA Damage Repair Status in Normal and Ovarian Cancer Cell Lines

In the studies on laminopathies, especially on progeria that is associated with deficiency of a functional lamin A, evidence of DNA repair abnormalities first appeared along with baseline DNA damage, increased sensitivity to DNA damaging agents, chromosomal aberrations, and in some cases, a constitutively activated repair mechanism [36,64,65]. Given the function of A-type lamins in the processing of long-range NHEJ processes, such as deprotected telomeres and the stabilization of 53BP1, we anticipated that lamin A expressional changes might also modulate the overall repair apparatus [66]. Therefore, we checked the damage repair status in both cell lines. As the phosphorylation of the H2AX (γH2AX) in the surrounding chromatin is the first sign of genome damage, we checked the expression of γH2AX in both the cell lines with western blot and immunofluorescence (Figure 2). To begin with, the distribution of γH2AX was similar in both the cell lines in the absence of any DNA damaging agent. We further selected some proteins from HR (homologous recombination) and some from NHEJ (nonhomologous end joining) to check the expression of the commonly studied damage repair mediators in the cell lines. Interestingly, HR proteins (BRCA1, Rad51) exhibited elevated expression in OVCAR3 cells (Figure 2, Supplementary Materials File S1: Supplementary Figure S2). The expression of Ku70 was similar in both cell lines which goes in line with another study by Langland et al., 2010 [67]. Although a recent transcriptomic study reports high NHEJ activity in OVCAR3 cells, specifically XRCC6 (Ku70) expression was found to be low in the cell line (OVCAR3) compared to the other 12 ovarian cancer cell lines carrying various mutations. It was speculated that Ku70 expression may not be the appropriate determinant of a repair mode due to the other complex genotypic and phenotypic alterations in ovarian cancers [68]. As reported by Gonzalo et al., a deficiency in A-type lamins would result in increased activity of the p130/E2F4 repressor complex and repression of the RAD51 and BRCA1 genes [66]. Our observation also followed a similar trend and we could find a higher expression of HR mediators in OVCAR3 cells with a high endogenous expression of lamin A without exposure to any form of genome damage (Figure 2, Supplementary Materials File S1: Supplementary Figure S2).

### 3.3. DNA Damage in OVCAR3 and Associated Responses

Next, we aimed to study the cells’ response to chemically induced DNA damage. For this, we have used a well-studied topoisomerase inhibitor (Supplementary Materials File S1: Supplementary Figure S3A) etoposide as the chemical DNA damaging agent, which is also a routinely used drug in the conventional treatment of ovarian cancer [69]. The dose and duration of etoposide treatment in ovarian cancer cell lines were optimized by different groups for clinical studies in patients or in vitro [70,71,72]. The specific dose and duration for this study were 1.7 µM in DMSO for 24 h. It was selected in a way so that it brings about a significant amount of DNA damage, which was validated by comet assay and quantification of the change in γH2AX expression by immunoblot and immunofluorescence (Supplementary Materials File S1: Supplementary Figure S3). As observed from the increased tail lengths of the comets in the etoposide treated OVCAR3 cells, a significant amount of genome damage was confirmed (Supplementary Materials Information File S1: Supplementary Figure S3B). DMSO alone was used as a sham for the study. Expression of γH2AX in OVCAR3 increased by 50% after treatment with etoposide which was another indication of significant DNA damage (Supplementary Materials File S1: Supplementary Figure S3C). We also checked the expression of PCNA which was elevated after treatment with the anticancer drug etoposide (Supplementary Materials File S1: Supplementary Figure S3D) which strongly affects the functional organization of S-phase nuclei, leading to the disassembly of replication factories and the redistribution of replicative factors resulting in the formation of DNA repair foci [73]. Elevation in PCNA level was maximum in 24 h and decreased slightly after 48 h (Supplementary Materials File S1: Supplementary Figure S3D). This experiment was performed initially to optimize the duration of etoposide treatment. All the experiments afterward have been performed with 24 h of etoposide treatment. The expressions of γH2AX and PCNA were analysed by western blot as well (Supplementary Materials File S1: Supplementary Figure S3E). Since OVCAR3 cells are isolated from the highly aggressive ovarian carcinoma background and are one of the desired model cells to study chemoresistance, the dose and duration of etoposide were specifically optimized to elaborately study the cells’ response to combating the damage. We also studied the expression of the common repair mediators in OVCAR3 cells after treatment with etoposide. Interestingly, both HR (BRCA1, Rad51) and NHEJ (Ku70) mediators exhibited an increase in expression following treatment with etoposide, indicating successful activation of damage-induced repair (Supplementary Materials File S1: Supplementary Figure S4).

### 3.4. Analysis of Differentially Expressed Genes in Etoposide-Treated OVCAR3 Cells

High throughput next generation sequencing data from this study have been deposited in NCBI’s gene expression omnibus and are accessible through GEO series accession number GSE211529 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211529 (accessed on 23 August 2022)). 

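RNA of OVCAR3, a cell line of high-grade serous ovarian carcinoma, was sequenced from 2 libraries of DMSO treated (control) cells and 2 libraries of cells treated with 1.7 µM etoposide for 24 h. By the paper's methods for etoposide treatment, cells of both groups had been arrested with 100 ng/mL nocodazole for 16 h and released for 3 h. Its methods for RNA sequencing speak of transfected cells and of a control and a mutant, which does not match this design. The libraries were made with a stranded mRNA kit and read as pairs of 100 bases. The authors aligned the reads to GRCh38 with HISAT2, and StringTie 2.1.7 gave a coverage, an FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) and a TPM (scaled to the same total in every library) for each of 236853 transcripts of the Ensembl annotation. Its command held no strand option, so that reads of a gene and of an antisense gene overlapping it cannot be told apart. The files hold no read counts. The ratio of FPKM to coverage gives the mapped bases behind the deposited values, equal to 64473500 and 66500500 read pairs of 200 bases in the DMSO libraries and 47687150 and 58513500 in the etoposide libraries. The paper's numbers of read pairs that passed the filter are 84864895 and 87681562 for DMSO and 62022475 and 73012620 for etoposide. The paper's alignment rates of 91.30% to 92.65% do not account for this gap, whose cause was not tested.

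From these files, the FPKM of the transcripts were summed over each of 60605 genes. The 22185 genes with a mean FPKM of at least 0.1 over the 4 libraries were compared on the scale log2(FPKM + 0.1) with limma's moderated test, with Benjamini-Hochberg adjustment over all of them. Lists of genes were compared with all other genes by limma's camera, with a preset correlation of 0.01 between the genes of a list and adjustment over 39 lists. The lists were fixed before the data were examined, but after the paper's own tables of genes had been seen. In data simulated with the spread of these libraries, the gene test recovered 8.96% of the genes changed 1.5-fold, 61.2% of those changed 2-fold and 97.9% of those changed 4-fold. These shares depend on the variances assumed: with limma's variances shrunken gene by gene, the test recovered 62.2% of the genes changed 1.5-fold, with 11.0% of the calls false. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot give a p below 0.333.

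The DMSO libraries differed from each other with transcript length and GC content. Across the genes tested, the log2 difference between DMSO replicates 2 and 1 had a Spearman correlation of 0.317 with transcript length and of −0.340 with GC content. The same correlations were 0.0173 and −0.0164 between the etoposide replicates, and 0.194 and −0.289 for etoposide against DMSO. Genes are not independent replicates, so that these correlations carry no p-value. Without DMSO replicate 1, the correlation of the fold change with length was 0.0113.

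**Figure D1:**
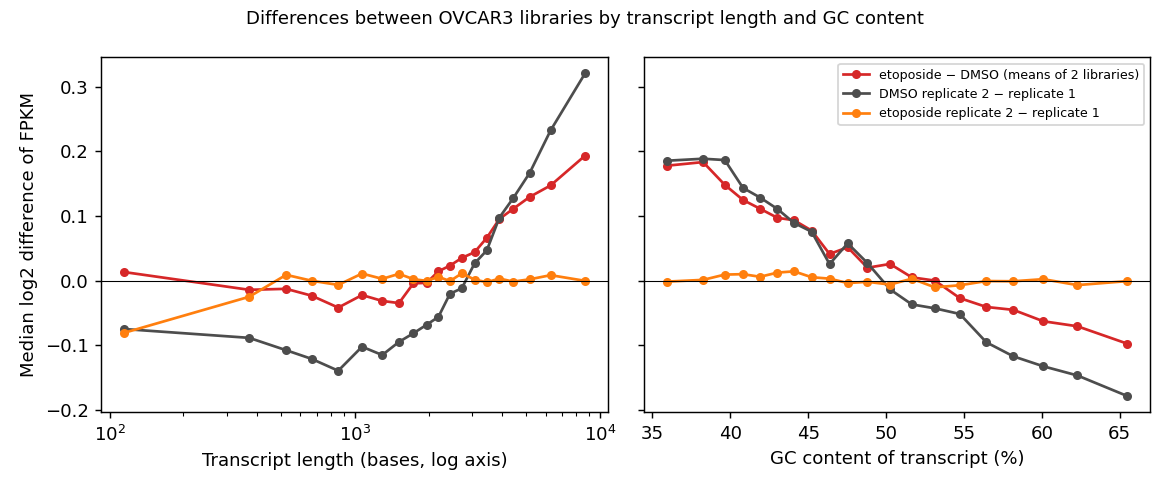
Median log2 difference of FPKM (vertical axis) against transcript length in bases (left, log axis) and GC content in % (right), in 20 bins of genes of equal size. The line for DMSO replicate 2 against replicate 1 climbs with length and falls with GC content (Spearman correlations 0.317 and −0.340), as does that for etoposide against DMSO (0.194 and −0.289), while that for the etoposide replicates stays near 0 outside the shortest bins.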

The raw sequence dataset is mapped to the reference genome using the HISAT2 package and a high mapping rate of 91–92% and 92% of reads mapped to the reference genome were obtained for DMSO and etoposide treated OVCAR3 cell samples, respectively (Supplementary Materials File S1: Supplementary Figure S5). As part of the analytical pipeline, most sequencers routinely provide a QC report. In this case, FastQC generated a quality control report that could identify issues that originate in the sequencer or the starting library material. Different quality values of each sample are summarized in the table provided in Supplementary Materials File S1: Supplementary Figure S5. 

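The libraries resembled each other in how many genes they detected. Of 60605 annotated genes, 13495 and 13482 reached an FPKM of 1 in the DMSO libraries and 13627 and 13575 in the etoposide libraries. Transcripts of the mitochondrial genome took 22.6% and 21.6% of all TPM in DMSO treated cells and 21.9% and 21.1% in etoposide treated cells. Across the 22185 genes tested, Pearson's correlation of the log2 values was 0.987 between the DMSO libraries and 0.989 between the etoposide libraries. Such correlations are high wherever genes differ widely in level, so they do not show that replicates were close. These correlations are across genes, which are not independent replicates. The standard deviation of the log2 difference between replicates was 0.32 for DMSO and 0.24 for etoposide. Over all 22185 genes tested it was 0.42 for DMSO and 0.39 for etoposide. For the difference between the group means it was 0.33. Each group mean averages 2 libraries, so that this value cannot be set directly against those between single libraries.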

Out of the total number of genes identified from the DeSeq2 gene count analysis (supplementary information file S2), the ones with adj. *p* values of less than 0.05 and a fold change of ±1.5 from the differential expression analysis results between the DMSO treated (control) and etoposide treated cell samples were chosen for further downstream comparison analysis. 

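No single gene passed the test, so that genes that passed only after the correction for length and GC content are given first. H2BC12, a core histone, had an FPKM of 148 ± 12.2 in DMSO treated and 85.8 ± 0.229 in etoposide treated cells (SD, n = 2 libraries each). CA2, a carbonic anhydrase, had an FPKM of 119 ± 1.68 in DMSO treated and 76.5 ± 0.505 in etoposide treated cells, and DHRS2, a dehydrogenase, of 3.47 ± 0.342 in DMSO treated and 1.06 ± 0.00356 in etoposide treated cells. Of the 22185 genes tested with limma, 0 were higher and 0 were lower at an adjusted p under 0.05, with or without a fold change of 1.5, and the smallest adjusted p was 0.169. At an unadjusted p under 0.05, 1566 genes were higher and 1077 were lower in etoposide treated cells, where chance alone gives 1109 in all. A change of at least 1.5-fold, whatever the p, was seen for 838 higher and 678 lower genes. The libraries of each group lay on one side of those of the other for 47.9% of the genes, where chance gives 33.3%.

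After each library was corrected for transcript length and GC content, 6 genes were lower and 0 were higher at an adjusted p under 0.05, among them H2BC12 (log2 fold change −0.70), the near-identical H2AC18 (−0.79) and H2AC19 (−0.77), which can share reads, CA2 (−0.69) and DHRS2 (−1.61). CA2 and DHRS2 were chosen after their values were seen. The number of genes at an adjusted p under 0.05 in the fit without the correction was 5 without DMSO replicate 1, 1934 without DMSO replicate 2, 98 without etoposide replicate 1 and 102 without etoposide replicate 2. In these fits the lone library of a group is assumed to vary like the other group.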

The heatmap and volcano plot for the top 205 selected genes are shown in Figure 3A,B. Interestingly, gene ontology revealed that most of the differentially expressed genes were primarily involved in DNA damage/telomere stress induced senescence, DNA double-strand break repair, cell cycle regulation, DNA packaging, DNA replication, transcriptional misregulation in cancer, telomere organization, negative regulation of DNA recombination, Rap1 signalling pathway, negative regulation of DNA metabolic processes, etc. 

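Genes of homologous recombination rose as a group in etoposide treated cells. Of 44 measured, 39 were higher, with a median log2 fold change of 0.25 (camera, adjusted p = 7.05e-07; adjusted p = 0.41 with an estimated correlation). After the correction for length and GC content, the median of the homologous recombination list was 0.15. PSMC3IP, which assists strand exchange, had an FPKM of 4.91 ± 0.160 in DMSO treated and 7.70 ± 0.843 in etoposide treated cells (SD, n = 2 libraries each). For BLM, a helicase, the FPKM was 3.62 ± 0.0657 against 5.03 ± 0.0464, and its log2 fold change of 0.46 was 0.28 after that correction. Genes of the Fanconi anaemia pathway, which repairs crosslinks between DNA strands, rose as well: 19 of 24 were higher, with a median of 0.25 (camera, adjusted p = 6.31e-04; adjusted p = 0.41 with an estimated correlation). Within this pathway, FANCI and FANCD2, which form one complex, had log2 fold changes of 0.53 and 0.44. Markers of S phase (42 of 43 higher, median 0.31) and genes of DNA replication (49 of 56 higher, median 0.28) rose too. Whether the rise of the repair genes is separate from theirs was not tested.

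Genes of non-homologous end joining did not pass the test. Of 22 measured, 15 were higher, with a median of 0.073 (camera, adjusted p = 0.337), and after the correction 12 were higher, with a median of 0.019. Its smallest p-values belonged to RNF168 and RNF8, ubiquitin ligases at double-strand breaks, and TP53BP1 and RIF1, which limit the resection of broken ends. RNF168 had a log2 fold change of 0.46, RNF8 of 0.25 and TP53BP1 of 0.29. For RNF8 it was 0.092 with estimated fragments and voom. For TP53BP1 it was 0.13 after the correction, 0.14 without DMSO replicate 1 and 0.44 without DMSO replicate 2. Alternative end joining did not pass either (8 of 10 higher, median 0.19, adjusted p = 0.0795; median 0.11 after the correction). Whether the recombination genes moved more than the end joining genes was not tested. Adjusted over the list alone, 9 genes of homologous recombination, 6 of the Fanconi anaemia pathway, 3 of alternative end joining and 0 of non-homologous end joining were higher, against 0 over all genes tested.

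The paper's supplementary sheet of genes at 1.5-fold holds 190 genes, 76 higher and 114 lower by the paper's values. In these data, 181 of them were tested, 180 had the same direction, and 173 had an unadjusted p under 0.05. The study chose these genes on the same libraries, so that this tally is not independent evidence.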

Differentially expressed genes from various pathways were further validated by qRT-PCR (Figure 3C,D). The genes and the corresponding pathways are given below(Table 1).

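Genes of S phase and of DNA replication rose in etoposide treated cells, and genes of G2 and M phase fell. Of 43 S phase markers, 42 were higher, with a median log2 fold change of 0.31 (camera, adjusted p = 1.99e-11). Of 56 genes of DNA replication, which share members with that list, 49 were higher, with a median of 0.28 (adjusted p = 3.01e-10). Of 54 markers of G2 and M phase, 41 were lower, with a median of −0.13 (adjusted p = 2.29e-06). Without DMSO replicate 2, the G2 and M phase list did not pass (median −0.076, adjusted p = 0.0632). Its median was −0.22 without DMSO replicate 1 and −0.23 after the correction for length and GC content. In TPM, where the median of all genes was 0.10, the median of the G2 and M phase list was −0.067. For each of these 3 lists the adjusted p = 0.41 with an estimated correlation. CDC6 and CDT1, which license origins of replication, had FPKM values of 7.07 ± 0.571 against 10.7 ± 0.0993 and of 4.84 ± 0.123 against 7.31 ± 0.0608 (DMSO against etoposide, mean ± SD, n = 2). AURKA, a mitotic kinase, had 62.0 ± 1.68 against 43.1 ± 0.888, and CDC20, which activates the anaphase-promoting complex, had 83.1 ± 6.33 against 56.9 ± 0.517. Adjusted over the list alone, 25 S phase markers and 30 replication genes were higher and 9 markers of G2 and M phase were lower, against 0 over all genes tested.

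Genes of telomere maintenance did not pass the test (19 of 27 higher, median 0.067, adjusted p = 0.400). After the correction for length and GC content, 14 of them were higher and 13 lower, with a median of 0.0089. Histone genes, whose products package DNA, fell. Of 54 replication-dependent histone genes, 47 were lower, with a median of −0.42 (camera, adjusted p = 3.28e-15; adjusted p = 0.41 with an estimated correlation). With a pseudocount of 1 the median of the replication-dependent histones was −0.24. Of 13 replication-independent histone genes, 10 were lower, with a median of −0.21 (adjusted p = 3.23e-04; adjusted p = 0.52 with an estimated correlation).

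FGF2, a growth factor, had an FPKM of 0.204 ± 0.0552 in DMSO treated and 0.413 ± 0.0542 in etoposide treated cells (log2 fold change 0.76, standard error 0.25, adjusted p = 0.378 from limma's moderated test). THBS1, a secreted matrix protein that activates TGF-beta, had an FPKM of 10.1 ± 2.35 in DMSO treated and 17.9 ± 0.310 in etoposide treated cells (log2 fold change 0.85, standard error 0.16, adjusted p = 0.269 from limma). TLR2, a receptor of innate immunity, had 0.0758 ± 0.0149 against 0.329 ± 0.00659 (log2 fold change 1.29, standard error 0.26, adjusted p = 0.274 from limma), and BIRC3, an inhibitor of apoptosis, had 0.143 ± 0.0192 against 0.341 ± 0.0748 (log2 fold change 0.85, standard error 0.26, adjusted p = 0.359 from limma). FGF2, TLR2 and BIRC3 stood below an FPKM of 1 in every library, and their log2 fold changes depend on the pseudocount: with 1 instead of 0.1 they were 0.23 for FGF2, 0.31 for TLR2 and 0.23 for BIRC3, and with 0.01 TLR2 had 1.99. BIRC3 had 1.29 with estimated fragments and voom and 0.56 after the correction for length and GC content. Of 29 TGF-beta and BMP response genes, 15 were higher, with a median of 0.0096 and a mean of −0.028. Camera's direction was lower, and the list did not pass (adjusted p = 0.249). After the correction for length and GC content, 9 were higher and 20 lower (median −0.072, camera adjusted p = 0.0729). Adjusted over the list alone, 2 of these genes were higher and 8 lower, against 0 over all genes tested. Of 11 anti-apoptotic genes, 7 were higher (median 0.072, adjusted p = 0.634), and BCL2L1, a member of the list, had a log2 fold change of −0.40.

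**Figure D2:**
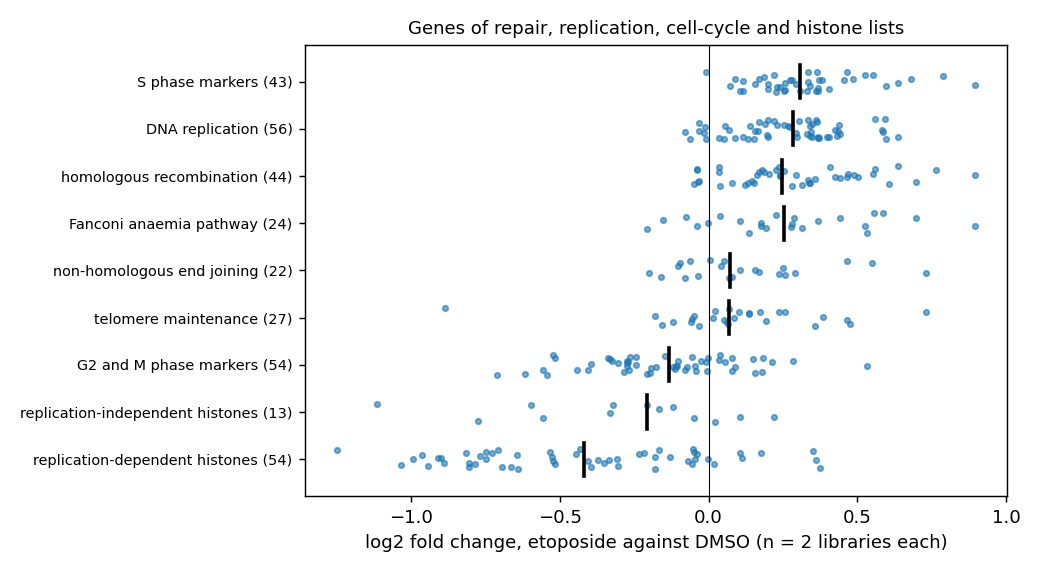
Log2 fold change of FPKM, etoposide against DMSO (horizontal axis), for each measured gene of 9 lists (points; number of genes in brackets) with the median of the list (bar). S phase markers lie almost all to the right of 0 (median 0.31), replication-dependent histones mostly to the left (median −0.42), and end joining and telomere genes on both sides.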

Interestingly, along with the upregulated expression of genes associated with cell cycle regulation telomere maintenance DNA replication packaging, we also encountered increased expression in PI3K-Akt signalling mediators (FGF2, THBS1, TLR2), TGF-beta signalling mediators (THBS1), and genes such as BIRC3 which points to chemoresistance and apoptotic evasion [74,75,76,77,78,79,80,81].

### 3.5. Functional Enrichment and Protein-Protein Interactome Network Analysis

Genes from the heatmap (Figure 3A) were selected for further analysis. 

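The histone genes among the affected terms were lower, and the repair and signalling genes mostly higher. The paper's supplementary list for DNA damage and telomere stress induced senescence holds 13 genes, all of them histones, and all 13 were lower, with a median log2 fold change of −0.82 (camera, adjusted p = 3.25e-17; adjusted p = 0.41 with an estimated correlation). The paper's Table 1 gives RIF1, MCM10, XRCC2 and BRIP1 for the same term, and these 4 were higher. Its supplementary list for DNA packaging holds the kinase PLK1 beside histones, and all 12 genes were lower (median −0.77, adjusted p = 3.28e-15; adjusted p = 0.41 with an estimated correlation). In its list for DNA double-strand break repair, the recombination and repair genes BRCA2, BRIP1, RIF1 and XRCC2 were higher and 5 histone genes were lower. This mixed list did not pass camera (median −0.73, adjusted p = 0.115), while fry, which tests whether genes move on balance one way, gave an adjusted p of 0.00391. In the list for telomere organization, BRCA2 and RIF1 were higher and 3 histone genes lower (adjusted p = 0.104). In that for negative regulation of DNA recombination, 4 linker histones were lower, and RIF1 and RADX, which acts at replication forks, were higher (median −0.67, camera adjusted p = 0.0249; adjusted p = 0.41 with an estimated correlation). This list did not pass after the correction for length and GC content (median −0.57, adjusted p = 0.0729) or with the replicate block (adjusted p = 0.0787).

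In the Rap1 signalling list, the receptor genes MET (log2 fold change 0.77) and NGFR (0.81), the ligand gene KITLG (0.61), P2RY1, FGF2 and THBS1 were higher, and LPAR3 and RAPGEF3 were lower (median 0.69, camera adjusted p = 0.0329; adjusted p = 0.41 with an estimated correlation). In the PI3K-Akt list, 6 of 7 genes were higher (median 0.77, adjusted p = 5.00e-04; adjusted p = 0.41 with an estimated correlation). In the list for transcriptional misregulation in cancer, 4 of 6 were higher (adjusted p = 0.391), among them REL, a subunit of NF-kB, with 0.77, while CDKN2C, an inhibitor of the cell cycle, had −0.65. After the correction for length and GC content, the median of the Rap1 signalling list was 0.46, KITLG had 0.34 and REL 0.47, and without DMSO replicate 1 REL had 0.40. With a pseudocount of 1 the medians of the Rap1 signalling and PI3K-Akt signalling lists were 0.36 and 0.33, NGFR had 0.33 and CDKN2C −0.37. The study chose the genes of all these lists on the same libraries, so that their directions are not independent evidence. With genes of a mean FPKM of at least 1 alone, the Rap1 (adjusted p = 0.386) and PI3K-Akt lists (adjusted p = 0.186) did not pass. Without DMSO replicate 2, the Rap1 list (adjusted p = 0.0695) and that for negative regulation of DNA recombination (adjusted p = 0.135) did not pass, and the latter did not pass without etoposide replicate 1 (adjusted p = 0.0856) or replicate 2 (adjusted p = 0.0501) either.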

A gene ontology (GO) analysis revealed that cellular functions associated with DNA damage/telomere stress induced senescence, DNA double-strand break repair, cell cycle regulation, DNA packaging, DNA replication, transcriptional misregulation in cancer, telomere organization, negative regulation of DNA recombination, Rap1 signalling pathway, and negative regulation of DNA metabolic processes were primarily affected (Figure 4A). All genes in the genome have been used as the enrichment background. The most statistically significant term within a cluster is chosen to represent the cluster (Figure 4B). The terms within each cluster are exported to a table in supporting information file S3. To further elucidate the relationships between the terms, a subset of enriched terms has been selected and rendered as a network plot, where terms with a similarity >0.3 are connected by edges. We selected the terms with the best *p* values from each of the 20 clusters, with the constraint that there were no more than 15 terms per cluster and no more than 250 terms in total (Figure 4B).

To better understand the network, PPI enrichment analysis was performed for each given gene list using the following databases: STRING [82], BioGrid [51], OmniPath [83], and InWeb_IM [83]. Only physical interactions in STRING (physical score > 0.132) and BioGrid were used. The resultant network contains the subset of proteins that form physical interactions with at least one other member in the list. If the network contains between three and five hundred proteins, the molecular complex detection (MCODE) algorithm [84] has been applied to identify densely connected network components. 

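For each of the 13 histone genes in the paper's supplementary list for senescence, both etoposide libraries lay below both DMSO libraries. H4C8 had an FPKM of 7.36 ± 0.499 in DMSO treated and 3.78 ± 0.176 in etoposide treated cells (SD, n = 2; log2 fold change −0.94, standard error 0.11, adjusted p = 0.169 from limma). H2BC21 had 25.5 ± 3.06 against 13.6 ± 0.20 (log2 fold change −0.90), H2AC8 had 2.48 ± 0.0448 against 1.16 ± 0.0484 (−1.03) and the linker histone H1-2 had 94.0 ± 10.9 against 55.8 ± 3.10 (−0.75). With a pseudocount of 1, H2AC8 had −0.69. Histone genes of one class are near-identical and can share reads, so that the value of one gene is less certain than their sum. The FPKM summed over all 54 replication-dependent histone genes was 567 and 513 in the DMSO libraries and 337 and 339 in the etoposide libraries. Among receptors coupled to G proteins in the paper's Rap1 list, P2RY1, a receptor for ADP, had an FPKM of 1.05 ± 0.183 against 1.67 ± 0.0465 (log2 fold change 0.62, standard error 0.17, adjusted p = 0.336 from limma), and a log2 fold change of 0.40 after the correction for length and GC content and 0.38 with a pseudocount of 1. LPAR3, a receptor for lysophosphatidic acid, had 18.3 ± 0.802 against 12.1 ± 0.553 (log2 fold change −0.59, standard error 0.087, adjusted p = 0.258 from limma).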

The MCODE networks identified for individual gene lists have been collated and are shown in Figure 4C,D. Pathway and process enrichment analysis has been applied to each MCODE component independently, and the three best-scoring terms by *p* value have been retained as the functional description of the corresponding components, shown in the tables underneath corresponding network plots within Figure 4C,D. Here, also, we observed that the genes in the PPI network were distinctly enriched in DNA damage and telomere stress-induced senescence, meiotic recombination, HDACs, and GPCR signalling events.

### 3.6. Effect of Lamin A Knockdown in OVCAR3 Cells

The study so far generated cues on the influence of etoposide as a chemical inducer of double-strand breaks in OVCAR3 cells with a high endogenous expression of lamin A. As established from the previous results, normal epithelial cells have a significantly low amount of lamin A compared to ovarian cancer cells. Therefore, to study the specific role of lamin A in this context, an siRNA-mediated knockdown of lamin A was performed in OVCAR3 cells (Figure 5A). Simultaneously, the replication assay and cell viability assay were performed after exposure to etoposide in lamin A deficient OVCAR3 cells. It was previously reported that etoposide induces S-phase accumulation, through a p53-related pathway in the mouse foetal brain [85]. Pursuing a similar observation, a greater number of BrdU-positive cells were found in etoposide-treated OVCAR3 cells (Figure 5B). Interestingly, the number decreased in the LMNA knockdown cells and the difference in the number of BrdU-positive cells was insignificant between the etoposide-treated and untreated counterparts of LMNA-deficient OVCAR3 cells (Figure 5B). Similarly, cell viability was also hindered in the knockdown condition which further deteriorated following treatment according to the data obtained from the MTT assay (Figure 5C). Genes from the majorly affected pathways were selected to be studied further in knockdown conditions to check whether lamin A has specific roles in the modulation of their mRNA expression. Interestingly enough, most of the genes which were upregulated in etoposide-treated OVCAR3 cells were downregulated in knockdown conditions except PLK1 (Figure 5D). We further checked the expression of those genes in LMNA knockdown cells both before and after treatment with etoposide. The genes which were upregulated in etoposide-treated OVCAR3 cells exhibited decreased mRNA expression after etoposide treatment in LMNA knockdown conditions (Figure 5E) indicating potential cues of direct or indirect association with lamin A in those pathways conferring cellular proliferation, apoptosis evasion, and chemoresistance. BrdU assay, MTT assay, and qPCR experiments were performed at least three times to consider results from independent biological and experimental replicates for statistical analysis.

### 3.7. Induction of Apoptotic Evasion, Cellular Proliferation and Chemoresistance by Lamin A

To correlate how the lamin A level is connected to the regulation, lamin A interactome analysis was performed to investigate whether there is any direct or indirect association of lamin A with the mediators under study or the proteins capable of regulating their expressions. BioGrid [51] was used to investigate lamin A interactome. The excel file containing information on 1601 interactions reported to date is provided in supporting information file S4. We started with the search for the known transcription factors (Human) which belong to the interactome of lamin A. We also searched for published reports regarding the interaction of lamin A with each of the 205 genes present in the heatmap which were differentially expressed in etoposide treated OVCAR3 cells. Thirty-three such genes were found to be members of the lamin A interactome. 

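HES1, a transcriptional repressor downstream of Notch, lies on chromosome 3 of GRCh38 from 194136148 to 194138732. Its FPKM was 60.7 ± 3.82 in DMSO treated and 40.9 ± 9.08 in etoposide treated cells (SD, n = 2 libraries each), so that both etoposide libraries lay below both DMSO libraries (log2 fold change −0.59, standard error 0.15, adjusted p = 0.335 from limma's moderated test). Without etoposide replicate 1 the log2 fold change of HES1 was −0.36. Other genes of Notch response were lower too, such as HEY1, a related repressor (log2 fold change −0.44), DTX4 (−0.33) and MAML3, a coactivator (−0.48, or −0.31 with a pseudocount of 1), and none of them passed the test. The 21 Notch response genes measured showed no common direction: 11 were higher and 10 lower, the median was 0.052 and the mean −0.041, and camera's direction was lower (adjusted p = 0.319).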

One such gene, HES1 was a known human transcription factor which is also reported to be overexpressed in advanced ovarian serous adenocarcinoma, contributing to its stemness, metastasis, and drug resistance [86,87] (Figure 6A). As confirmed from the biochemical studies, the representative mediators (PIF1, RIF1, BRCA2, FGF2, MCM10, BIRC3, THBS1, PLK1, XRCC2, POLQ, TLR2, and BRIP1) from the RNA seq data had shown severely altered expression patterns in presence and the absence of lamin A following etoposide treatment. Therefore, these genes were primarily used for this detailed survey. Firstly, we generated a functional association network of LMNA with this set of 12 genes using GeneMANIA [52]. This association data includes protein and genetic interactions, pathways, coexpression, colocalization, and domain similarity encoded by different colours. GeneMANIA also finds other genes that are related to the set of input genes, using a very large set of functional association data. Some additional genes were found as the new members to define the pathway or the specific function completely (Figure 6B). We could find direct physical interactions of lamin A with some of the factors under study and some of them were indirectly connected. We identified 20 additional interacting proteins in this network to give rise to a complete functional association. Interestingly, we could find five of the twelve factors (BIRC3, BRCA2, POLQ, BRIP1, RIF1) under study that were direct interactors of lamin A (Figure 6C). Next, we searched for the interactors of lamin A which are reported to interact with or bind to the promoters of those 12 genes. This helped us discover 12 such lamin A interactors (TP53, MYC, TEAD4, TEAD1, CTCF, YWHAQ, NCOR2, SMAD1, RUNX1, ZBTB7A, MECP2, IGFBP5) which are reported to bind the promoters of most of the genes under study (Figure 6D). The search for the regulatory elements of the genes was performed by the ORegAnno tool and ChipBase v.2 software [53,55]. This Open Regulatory Annotation database (ORegAnno) is a resource for curated regulatory annotation. This has information about regulatory regions, transcription factor binding sites, RNA binding sites, and regulatory elements (supporting information file S5). Therefore, it was evident from this exercise that either lamin A level has a direct impact on the altered expression of some of the genes or it might have regulatory roles over the expression of the transcription factors regulating the genes under study. To address this, we selected the first four transcription factors which regulate the maximum number of the genes under study and generated a separate functional association network of LMNA with this set of four transcription factors using GeneMANIA (Figure 7A). We checked the mRNA expressions of the transcription factors and found that the levels are decreased in etoposide treated OVCAR3 cells in an LMNA knockdown background with respect to etoposide treated OVCAR3 cells with a high endogenous LA (Figure 7B). With this set of information, we could speculate the possible nodes of association of lamin A in this complex regulatory mechanism. In addition, we could find additional players in the scenario. This would require confirmatory biochemical experiments to further approve the mechanistic trajectories.

## 4. Discussion

Genomic instability is one of the fundamental signatures of carcinogenicity [88], which originates from defects in DNA damage response (DDR) pathways. DDR defects can be inflicted either by genotoxic damage induced by radiation/chemotherapy in a DDR defective background or by targeting a complimentary repair pathway leading to “synthetic lethality” [89]. In this study, we have worked on NIH-OVCAR3, one of the most extensively studied ovarian cancer cell lines which was developed in 1982 from ascites of a progressive ovarian adenocarcinoma that was resistant to cyclophosphamide, cisplatin, and doxorubicin [90]. Numerous studies [91,92,93] have indicated that the cell line is typical of HGSOC (high-grade serous ovarian carcinoma). In retrospect, NIH-OVCAR3 was incorporated in the NIH NCI-60 cell line panel study (https://dtp.cancer.gov/ (accessed on 10 September 2022)), as well as extensive genomic and drug sensitivity studies, such as the Cancer Cell Line Encyclopaedia (CCLE) study conducted by the Broad Institute and funded by Novartis (https://portals.broadinstitute.org/ccle (accessed on 10 September 2022)) and the Genomics of Drug Sensitivity in Cancer (GDSC) study organized by the UK Wellcome Sanger Institute (https://www.cancerrxgene.org/ (accessed on 10 September 2022)). Our study confirmed that OVCAR3 has significantly high endogenous lamin A levels compared to normal immortalized ovarian surface epithelial cell lines and other ovarian cancer cell lines as shown earlier [93]. It must be emphasized that the regulatory roles of lamin A in maintaining genomic stability and subsequently ionizing radiation-induced responses have been documented by many researchers, especially in mutant LMNA and HGPS models [34,35,66]. In a parallel observation, it was found that HR mediators such as RAD51, BRCA1, etc. were elevated in OVCAR3 cells both as mRNA and protein levels, which supported a previous study in the lmna-/-MEF model demonstrating a compromised HR in an lmna-/-background [66].

We analysed global gene expression in OVCAR3 following treatment with etoposide as a DNA-damaging reagent in this high endogenous lamin A background. RNA sequencing analysis revealed multiple genes to be differentially regulated that overlapped with the previously reported genes in etoposide-directed therapy in breast and lung cancer cell lines [32,94]. However, no change in the gene expression of LMNA, LMNB1, and LMNB2 was observed. 

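LMNA, on chromosome 1 of GRCh38 from 156082573 to 156140081, had an FPKM of 157 ± 12.7 in DMSO treated and 126 ± 1.56 in etoposide treated cells (SD, n = 2 libraries each; log2 fold change −0.31, standard error 0.082, adjusted p = 0.336 from limma's moderated test). Both etoposide libraries lay below both DMSO libraries, and the difference did not pass the test. LMNB1 had an FPKM of 45.2 ± 6.62 in DMSO treated and 45.6 ± 2.64 in etoposide treated cells, a log2 fold change of 0.018 that was −0.019 when the libraries were scaled by the median of ratios (adjusted p = 0.958 from limma). LMNB2 had an FPKM of 39.2 ± 0.461 in DMSO treated and 37.5 ± 0.871 in etoposide treated cells, a log2 fold change of −0.064 that was 0.0028 in TPM (adjusted p = 0.718 from limma). Transcripts of LMNA that encode lamin A had a summed FPKM of 76.3 ± 1.25 in DMSO treated and 59.3 ± 12.1 in etoposide treated cells. Those that encode lamin C had 17.4 ± 0.709 in DMSO treated and 21.7 ± 5.65 in etoposide treated cells. This rise of lamin C rests on etoposide replicate 1 (25.7, against 17.7 in replicate 2). The size of the fall of lamin A rests on the library too, with 67.8 in etoposide replicate 1 and 50.7 in replicate 2. Both lay below both DMSO libraries. An LMNA transcript annotated for nonsense-mediated decay had 52.7 ± 8.12 in DMSO treated and 34.1 ± 5.82 in etoposide treated cells (log2 fold change −0.63). The split between these products is therefore uncertain. Of 71340 transcripts tested with limma, 0 passed an adjusted p under 0.05 and 4121 had an unadjusted p under 0.05. Of 24 genes of the nuclear lamina and envelope, 15 were higher (median 0.10, camera adjusted p = 0.452). After the correction for length and GC content, 16 were higher, with a median of 0.017. SUN2, which ties the lamina to the cytoskeleton, had a log2 fold change of −0.55, and TOR1AIP1, a lamina-associated protein, of 0.28, which was 0.16 without DMSO replicate 1 and 0.16 after the correction for length and GC content.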

Interestingly, along with genes associated with double-strand break repair and telomere maintenance (BRCA2, BRIP1, RIF1, XRCC2, POLQ), the current study found some differentially expressed genes which are either directly or indirectly associated with cellular proliferation (FGF2), positive regulation of cell cycle (BRIP1, BRCA2, MCM10), apoptosis evasion (BIRC3), and chemoresistance genes linked to PI3-Akt signalling and TGFβ signalling pathways (THBS1, TLR2, BIRC3, FGF2). 

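The repair genes BRCA2, BRIP1, RIF1, XRCC2 and POLQ and the replication gene MCM10 were each higher in both etoposide libraries than in both DMSO libraries. BRCA2, a mediator of homologous recombination, had an FPKM of 1.91 ± 0.241 in DMSO treated and 3.14 ± 0.140 in etoposide treated cells (SD, n = 2; log2 fold change 0.70, standard error 0.14, adjusted p = 0.274 from limma's moderated test). BRIP1, a helicase that binds BRCA1, had 2.93 ± 0.973 against 5.40 ± 0.246 (log2 fold change 0.90, standard error 0.22, adjusted p = 0.313 from limma), and XRCC2, which acts in the same pathway as BRCA2, had 7.59 ± 1.68 against 12.8 ± 0.788 (log2 fold change 0.76, standard error 0.16, adjusted p = 0.292 from limma). POLQ, the polymerase of alternative end joining, had 4.51 ± 1.22 against 7.23 ± 0.0265 (log2 fold change 0.69, standard error 0.19, adjusted p = 0.336 from limma), and RIF1, which protects broken ends and telomeres, had 7.05 ± 2.01 against 11.6 ± 1.99 (log2 fold change 0.73, standard error 0.22, adjusted p = 0.350 from limma). MCM10, which helps to start replication forks, had 3.33 ± 0.00117 against 5.03 ± 0.123 (log2 fold change 0.58, standard error 0.10, adjusted p = 0.267 from limma). Without DMSO replicate 1 the log2 fold change was 0.56 for BRIP1, 0.42 for POLQ and 0.44 for RIF1. After the correction for length and GC content it was 0.37 for BRCA2, 0.46 for POLQ and 0.41 for RIF1.

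The 12 genes of Figure 3C had a median log2 fold change of 0.75 (camera, adjusted p = 1.57e-04; adjusted p = 0.41 with an estimated correlation). Adjusted over the list alone, 10 were higher and 2 lower, against 0 over all genes tested, but the study chose them on these samples, so that this is not independent evidence. They have long transcripts of low GC content, with medians of 6295 bases and 40.5% against 2078 bases and 48.1% for all genes tested. With a pseudocount of 1 the median of the genes of Figure 3C was 0.50. After the correction for length and GC content their median log2 fold change was 0.49, and 10 of them were higher. The paper reasons that the raised expression of FGF2, THBS1, TLR2 and BIRC3, beside that of genes of the cell cycle, telomere maintenance and replication, points to chemoresistance and to the evasion of apoptosis.

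**Figure D3:**
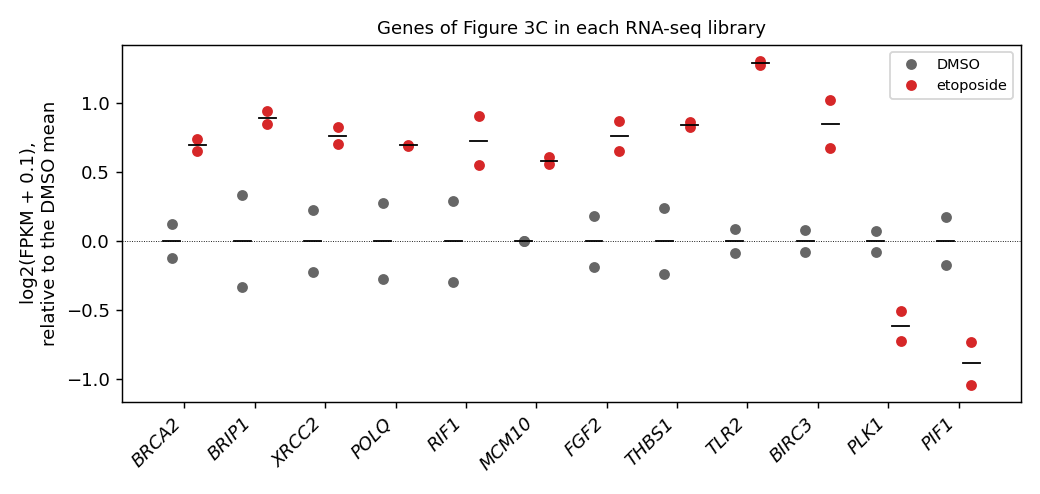
Log2(FPKM + 0.1) of the 12 genes of Figure 3C relative to the DMSO mean (vertical axis) in each library (points; grey, DMSO; red, etoposide; n = 2 each) with the mean of each group (line). The etoposide points of 10 genes lie above both DMSO points, and those of PLK1 and PIF1 below.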

We have selected 12 such genes (PIF1, RIF1, BRCA2, FGF2, MCM10, BIRC3, THBS1, PLK1, XRCC2, POLQ, TLR2, and BRIP1) from the majorly affected pathways for validation. 

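PIF1 and PLK1 were lower in both etoposide libraries than in both DMSO libraries, and the other 10 genes were higher. PIF1, a helicase that removes telomerase from chromosome ends, lies on chromosome 15 of GRCh38 from 64815632 to 64825668 and had an FPKM of 13.6 ± 2.33 in DMSO treated and 7.31 ± 1.15 in etoposide treated cells (SD, n = 2 libraries each; log2 fold change −0.88, standard error 0.16, adjusted p = 0.269 from limma's moderated test). PLK1, a kinase needed for mitosis, lies on chromosome 16 of GRCh38 from 23677656 to 23690367 and had an FPKM of 29.0 ± 2.18 in DMSO treated and 19.0 ± 2.03 in etoposide treated cells (log2 fold change −0.61, standard error 0.11, adjusted p = 0.267 from limma). Beside PLK1, genes of the G2 and M phase list such as NUSAP1, a protein of the spindle, and PSRC1, another one, had log2 fold changes of −0.40 and −0.62. With estimated fragments and voom NUSAP1 had −0.27. None of these genes passed an adjusted p under 0.05.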

All the genes except PIF1 and PLK1 were upregulated in etoposide treated OVCAR3 cells. Further to exploring the specific role of lamin A, lamin A was knocked down in OVCAR3 cells and subsequent qRT-PCR analysis of these genes reversed the trend, except for PLK1. We further performed qRT-PCR experiments with this set of genes in a lamin A knockdown background before and after etoposide treatment which exhibited similarly decreased mRNA expressions for all the genes even after etoposide treatment. Therefore, we can conclude that an elevated expression of lamin A might lead to increased chemoresistance and aggressive metastasis of OVCAR3 directly or indirectly.

However, the complex circuitry still eluded us and we searched for ways through which lamin A may affect the expression of these factors. It is well established that lamins can affect gene expression in many ways such as controlling chromatin shape, organization at the nuclear periphery, and regulating transcriptional activity [95]. Lamins also serve as a scaffold for transcription factors such as RNA polymerase II [96,97]. Simultaneously, studies also suggest that the importance of promoter-lamina contacts in gene suppression is emphasized by the frequent exclusion of transcriptionally active gene promoters from nuclear lamina association [98]. We set sail to search for factors with reported association (direct and indirect) with lamin A via all possible modes of interaction (physical/chemical/high throughput/genetic) using bioinformatic tools to investigate the following routes:

(a) Whether some of the factors have direct interaction with lamin A;
(b) Whether any transcription factors of the differentially regulated genes are interacting partners of lamin A.

We explored five among the twelve factors (BIRC3, BRCA2, POLQ, BRIP1, RIF1) under study to be direct interactors of lamin A. We could also find 12 lamin A interactors (TP53, MYC, TEAD4, TEAD1, CTCF, YWHAQ, NCOR2, SMAD1, RUNX1, ZBTB7A, MECP2, IGFBP5) which are reported to bind the promoters of most of the genes under study. We further found decreased expression of some of the transcription factors in etoposide treated OVCAR3 cells under LMNA knockdown background. Therefore, we could identify the potential nodes of connection of lamin A in this intricate regulatory system.

The gene set under study was comprised of genes that have direct connections to cellular proliferation, apoptotic evasion, and chemoresistance. Most of these genes were upregulated in etoposide treated OVCAR3. Interestingly, their expressions reversed with a decrease in lamin A level. However, the lamin A level had been associated with anti-apoptosis, proliferation, and resistance to chemotherapy in various independent studies pertaining to different cancer models and therapies. Earlier studies suggest that lamins may prevent or postpone apoptosis in some cancers depending on their quantity and accessibility to caspases [99]. A dense lamina can stop or at least postpone the onset of apoptosis and prevents chromatin condensation and fragmentation. For instance, a study by Rao et al. showed that lamin A might postpone the initiation of apoptosis for 12 h by making the VEVD/VEID lamin cleavage site uncleavable by caspases. Therefore, the indirect strategy for evasion of apoptosis might be the reduction in the functional caspases [99] and/or an elevation in the level of antiapoptotic protein such as BIRC3, which is further strengthened in this current study in ovarian cancer background. Another study in PTEN-positive DU145 and the PTEN-negative LNCaP and PC3 prostate cancer cells exhibited that the protein levels of the PI3K subunits (p110 and p85), phosphor-AKT, and PTEN are directly proportional with lamin A levels. These indicate a possible role for lamin A/C proteins in prostate malignancy via the PI3K/AKT/PTEN pathway [100]. Researchers also suggest lamin A/C knockdown results are in a pause in cellular proliferation as well as a decrease in p130 levels in the nucleus. The proliferation deficit induced by lamin A/C depletion was not reversed by shRNA against p130 [101]. Studies have also shown resistance to paclitaxel-induced nuclear breakage in lamin A/C over-expressing cancer cells. It was found that decreased nuclear lamin A/C protein levels correlate with nuclear shape deformation and are a critical predictor of cancer cells’ susceptibility to paclitaxel [102]. We have encountered different players of similar processes being significantly affected by the abundance or deficiency of lamin A. We were also able to speculate possible nodes in this complex regulatory system and identified additional participants in this network. BRCA1/2 are among the genes that are essential for homologous recombination repair. BRCA2 operates almost solely in homologous recombination, in contrast to BRCA1, which has multiple activities [103,104]. Studies have found that ovarian cancer tissues have higher transcriptome-level BRCA1/2 expression which is in line with our finding [105]. The faster rate of proliferation in malignant tissues, along with genetic instability, needs a greater requirement for DNA damage repair which may be the root cause of these changes [105]. Accordingly, high-grade cancers also showed greater BRCA1/2 expression in earlier studies [105]. Gudas et al. provide credence to this idea by proposing that the proliferation of breast cancer cells is indirectly responsible for the elevation of BRCA1 expression by steroid hormones [105]. It is to be noted that OVCAR3 cells did not have any mutations in known HR repair genes, but deletions were reported in several HRR-related genes including BRCA2. However, in BRCA2 wild-type cases of ovarian cancer, a high level of BRCA2 mRNA expression is one of the determinants of chemoresistance [68,105]. Similarly, studies have demonstrated that NHEJ defects, which are independent of HR function and linked to resistance to PARP inhibitors in ex vivo primary cultures, are present in 40% of ovarian malignancies [106]. The DNA-dependent protein kinase (DNA-PK) containing Ku70, Ku80, and DNA-PK catalytic subunit (DNA-PKcs), as well as the heteromultimeric XRCC4/Ligase IV, form the base of the nonhomologous end-joining machinery [107]. Researchers have performed CGH profiling on the panel of ovarian cell lines to see if gross amplifications or deletions in these locations associated with relative X-ray sensitivity exist, because Ku70 and DNA-PK exist on chromosomes that are frequently found to be abnormal in ovarian malignancies [67]. However, no significant correlations were observed. Interestingly, in accordance with our finding, this study also could find no difference in Ku70 protein expression between OVCAR3 and IOSE cells [67]. Although, there were changes in the copy number of DNA-PKs, Ku70, and Ku80 which did not correlate with radiosensitivity [67].

Finally, the network of the interaction of lamin A has been further analysed using the miRWalk database and tools. Simultaneously, we searched for miRNAs that act as regulatory elements of the other genes as well; hsa-miR-30a-3p was one such miRNA that has putative binding affinities for LMNA 5′UTR. Not only that, but it also has tendencies to bind CDS of BRCA2, THBS1, MCM10, POLQ, BRIP1, 3′UTR of XRCC2, and 5′UTR of TLR2. Interestingly, this miRNA was also found as a regulatory element for genes such as PTEN, SMAD4, ESR1, NRG1, etc., in the miRWalk database for ovarian carcinoma. Although this was intriguing to study, it complicates the scenario with an entirely new approach. However, it opens up avenues for future studies to look into the molecular details behind the regulation.

In summary, this study has provided for the first time the potential molecular cues (Figure 8) behind the role of lamin A in the maintenance of genomic stability, cellular viability, apoptotic evasion, and, more interestingly, resistance to DNA damaging agents or chemotherapeutic substances in the context of high-grade ovarian serous carcinoma.

## Figures and Tables

**Figure 1:**
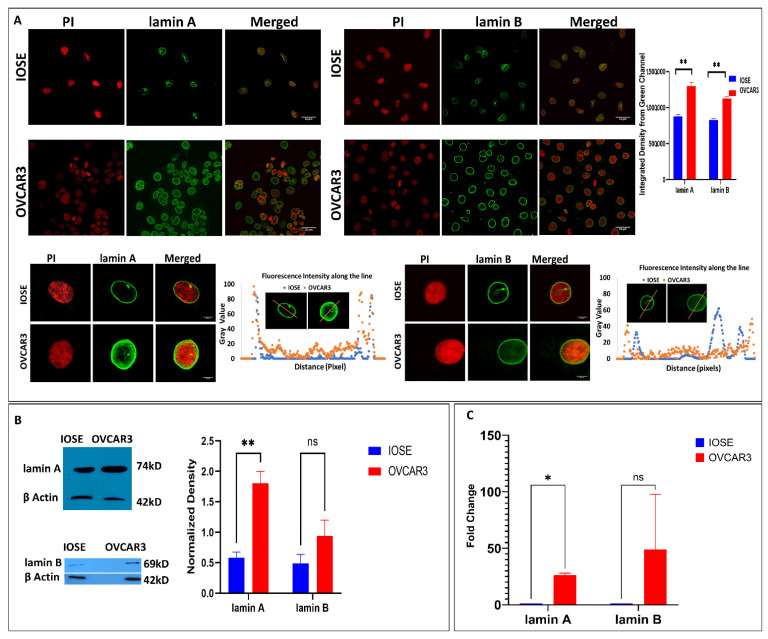
**lamin A is upregulated in OVCAR3 cells.** (**A**). Immunofluorescence images of OVCAR3 and IOSE nuclei stained with lamin A and lamin B magnification: 40×. Scale Bar: 33 µm. Bar diagram shows the integrated density from the green channels (lamin A and lamin B stained IOSE and OVCAR3 cell nuclei) of the confocal images. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]. One nucleus from each is selected as representative for the analysis of the fluorescence intensity of the green channel along the line marked across each nucleus. The first panel shows propidium iodide staining in red and the third panel shows the merged images. Magnification: 60×. Scale Bar: 5 µm. (**B**). Western blots showing the expression of lamin A and lamin B protein in OVCAR3 and IOSE cells. βActin is used as the loading control. The bar diagram depicts the normalized expression normalized to the loading control. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] (**C**). Expression of lamin A and lamin B mRNA in IOSE and OVCAR3 cells by qRT-PCR. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple t tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)].

**Figure 2:**
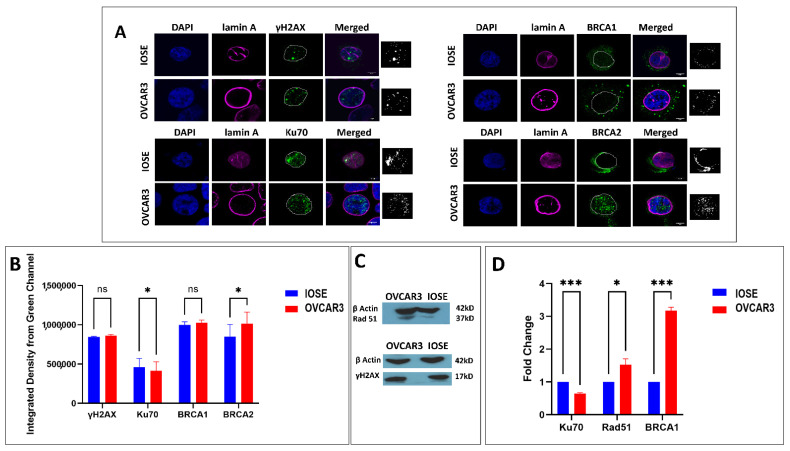
**OVCAR3 has elevated levels of HR proteins.** (**A**). Confocal micrographs showing the distribution of γH2AX and DNA damage repair proteins in IOSE and OVCAR3 cells. Magnification: 60×. Scale Bar; 5 µm. The sixth panel shows the B&W thresholding of green channel images to illuminate the count of puncta. (**B**). Integrated density from the green channel (γH2AX, Ku70, BRCA1, and BRCA2, respectively) of the confocal images. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]. (**C**). Western blots showing the level of Rad51 and γH2AX. β Actin is used as the loading control. (**D**). qPCR showing fold changes of DNA damage repair proteins in OVCAR3 cells compared to IOSE cells. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)].

**Figure 3:**
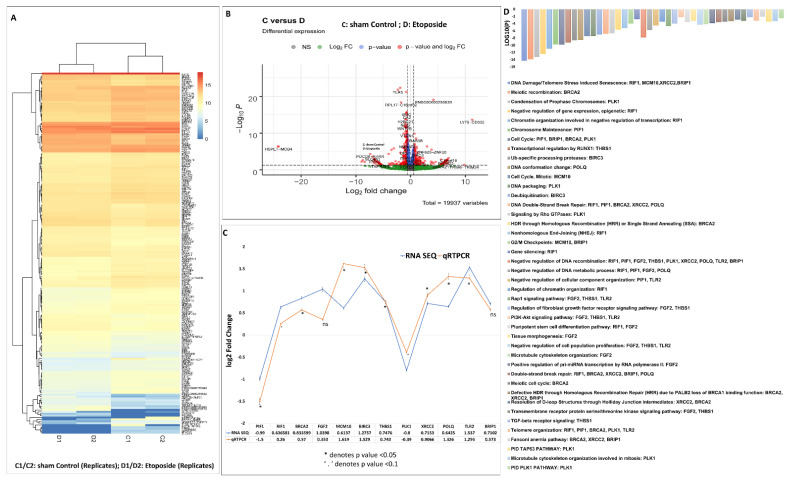
Analysis of differentially expressed genes in etoposide treated OVCAR3 cells using RNA sequencing and validation of RNA sequencing data by qRT-PCR: (**A**). The heatmap for the top 205 selected genes. C (C1 and C2 denoting DMSO (sham control) treated OVCAR3 cells replicates) vs. D (D1 and D2 denoting etoposide treated OVCAR3 cells in replicates) (**B**). Volcano plot for human samples. Volcano plot of all genes significantly regulated between the group C vs. D (log2-fold change threshold = 0.58 (FC = 1.5), Benjamini–Hochberg corrected *p* value threshold = 0.05). (**C**). Some differentially expressed genes from the majorly affected pathways (PIF1, RIF1, BRCA2, FGF2, MCM10, BIRC3, THBS1, PLK1, XRCC2, POLQ, TLR2, and BRIP1) are further validated by qRTPCR. Error bar indicates percentage error. * indicates *p* value < 0.05 and ‘.’ indicates *p* value < 0.1. (**D**). Corresponding affected pathways have been represented as a bar diagram. “Log_10_(P)” is the *p* value in log base 10.

**Figure 4:**
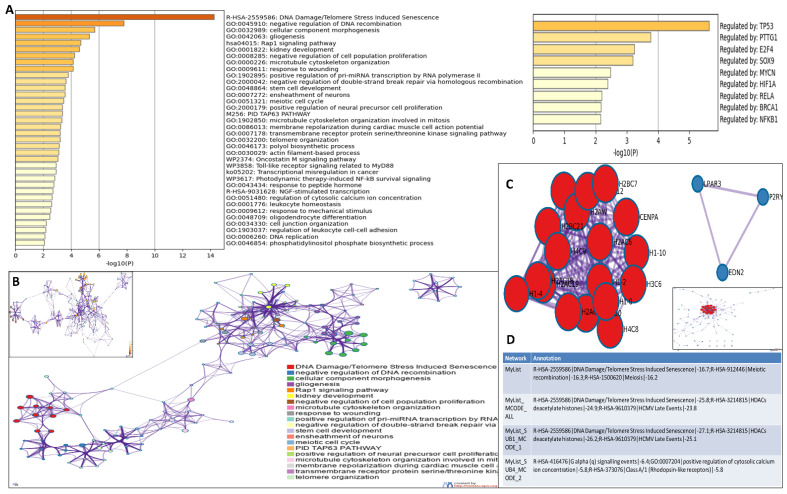
**Functional enrichment and protein-protein interactome network analysis:** (**A**). We first identified all statistically enriched terms, accumulative hypergeometric *p* values, and enrichment factors that were calculated and used for filtering. The remaining significant terms were then hierarchically clustered into a tree based on kappa statistical similarities among their gene memberships. Then 0.3 kappa score was applied as the threshold to cast the tree into term clusters. We then selected a subset of representative terms from this cluster and convert them into a network layout. More specifically, each term is represented by a circle node, where its size is proportional to the number of input genes that fall into that term, and its colour represents its cluster identity (i.e., nodes of the same colour belong to the same cluster). Terms with a similarity score > 0.3 are linked by an edge (the thickness of the edge represents the similarity score). The network is visualized with Cytoscape (v3.1.2) with a “force-directed” layout and with edge bundled for clarity. One term from each cluster is selected to have its term description shown as the label. The network of enriched terms is coloured by cluster ID, where nodes that share the same cluster ID are typically close to each other; inset shows the network of enriched terms coloured by *p* value, where terms containing more genes tend to have a more significant *p* value. (**B**). Top 21 clusters with their representative enriched terms (one per cluster). “Count” is the number of genes with membership in the given ontology term. “%” is the percentage of all of the genes that are found in the given ontology term (only input genes with at least one ontology term annotation are included in the calculation). “Log_10_(P)” is the *p* value in log base 10. “Log_10_(q)” is the multitest adjusted *p* value in log base 10. (**C**). MCODE algorithm was then applied to this network to identify neighbourhoods where proteins are densely connected. Each MCODE network is assigned a unique colour. (**D**). GO enrichment analysis was applied to each MCODE network to assign “meanings” to the network component. Protein–protein interaction network and MCODE components were identified in the gene lists.

**Figure 5:**
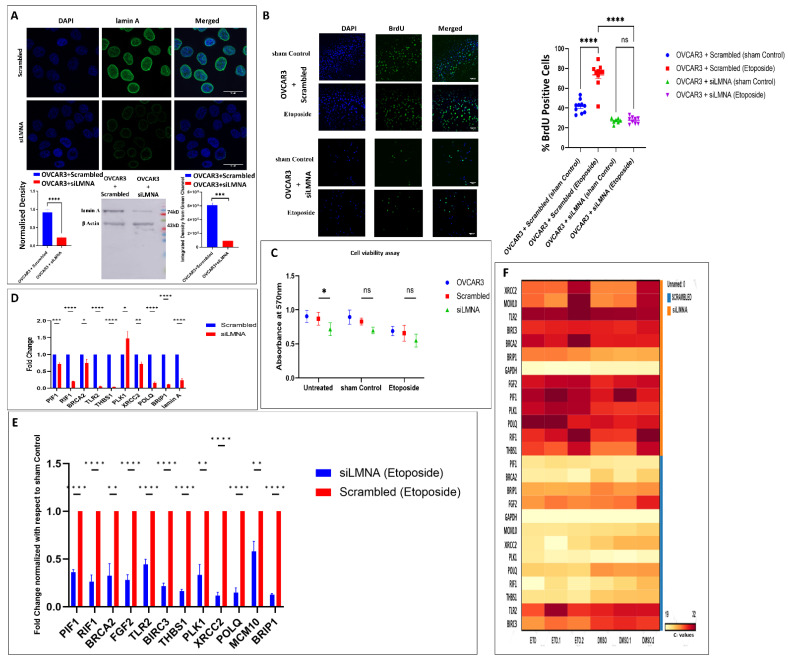
**Lamin A was knocked down in OVCAR3 cells.** (**A**). Confocal micrograph showing siRNA mediated knock down of lamin A in OVCAR3 cells. Magnification: 60×, scale bar: 10 µm. Bar diagram shows the integrated density from the green channel (lamin A stained scrambled and siLMNA treated OVCAR3 cell nuclei) of the confocal images. Error bar indicates standard error of mean. Statistical significance has been analysed by paired *t* test (parametric). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]. Western blot showing siRNA mediated knock down of lamin A in OVCAR3 cells. The bar diagram depicts the quantified level of lamin A in scrambled and siLMNA transfected OVCAR3 cells. Error bar indicates standard error of mean. Statistical significance has been analysed by paired *t* test (parametric). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] (**B**). Confocal micrograph showing BrdU incorporation in etoposide treated and untreated OVCAR3 cells (scrambled) and LMNA knockdown OVCAR3 cells. Magnification: 20×. Scale bar: 10 µm. The box plot depicts the percentage of BrdU-positive cells in each condition. The number of BrdU-positive cells was counted in ImageJ. Ten fields from each condition were used for quantification from each independent experiment. Error bar indicates standard error of mean. Ordinary one-way ANOVA test was performed by comparing the mean of each column by the mean of a control column. *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] (**C**). MTT assay showing the extent of cell viability in OVCAR3 (treated and untreated), scrambled (treated and untreated), LMNA knockdown (treated and untreated) cells. Data are plotted from three independent experiments. Error bars indicate standard error of mean. Two-way ANOVA (fitting a full model and using the Geiser Greenhouse correction) test was performed by comparing each cell mean with every other cell mean on that row. *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] **(D**). mRNA expressions of the representative genes selected from each of the majorly affected pathways were checked in LMNA knockdown conditions by qPCR. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] (**E**). mRNA expression of the representative genes selected from each of the majorly affected pathways were checked in LMNA knocked-down cells treated with etoposide by qPCR. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] (**F**). The heatmap for the 12 selected gene expressions based on Ct values correlated with lamin A level.

**Figure 6:**
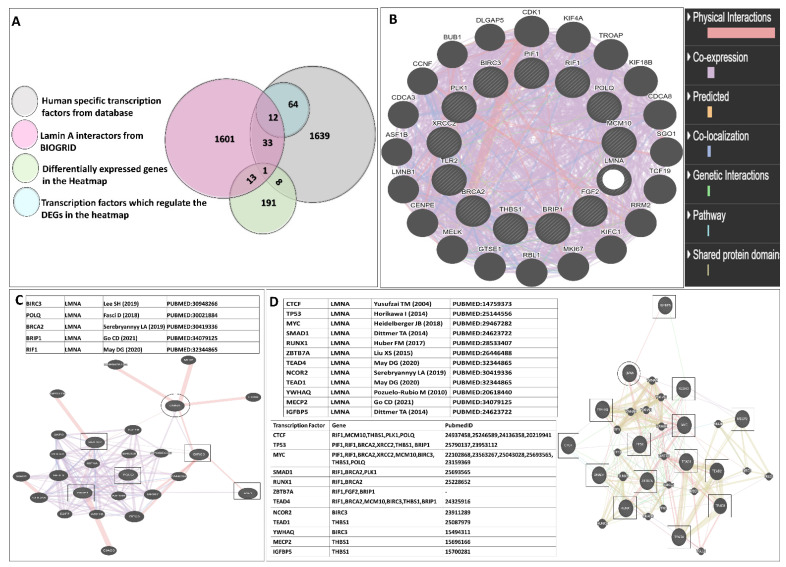
**Lamin A interactome analysis.** (**A**). Venn diagram representing functional relationships of lamin A with the differentially expressed genes from the heatmap as regulatory elements. (**B**). Functional association network of LMNA with the set of 12 representative genes from the majorly affected pathways generated with the help of the GeneMANIA tool. (**C**) Functional association network of LMNA with five of the twelve factors (BIRC3, BRCA2, POLQ, BRIP1, RIF1) under study which are direct interactors of lamin A (as investigated by BioGRID interactome analysis). (**D**) Functional association network of LMNA with twelve of its interactors (TP53, MYC, TEAD4, TEAD1, CTCF, YWHAQ, NCOR2, SMAD1, RUNX1, ZBTB7A, MECP2, IGFBP5) which are reported regulatory elements of three of the twelve genes under study.

**Figure 7:**
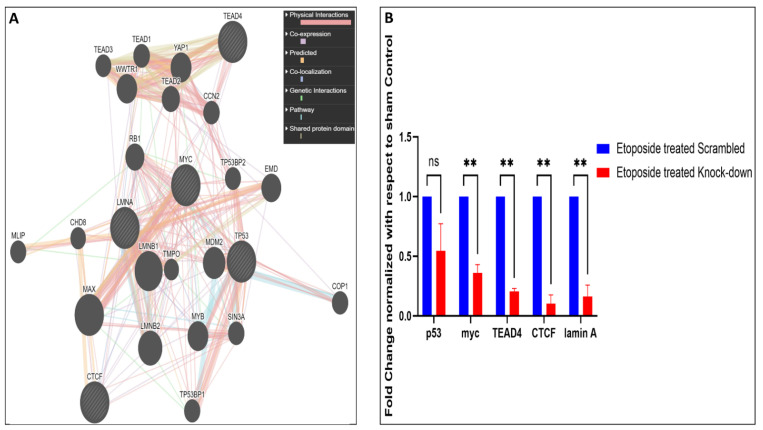
**Level of lamin A influences the expression of the genes under study:** (**A**). Functional association network of LMNA with four of its interactors (TP53, MYC, TEAD4, CTCF) which regulate most of the genes under study generated with the help of the GeneMANIA tool. (**B**). mRNA expressions of the lamin A interactors which are major regulatory elements of the genes under study were checked by qPCR in LMNA knocked-down cells treated with etoposide. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple *t* tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)].

**Figure 8:**
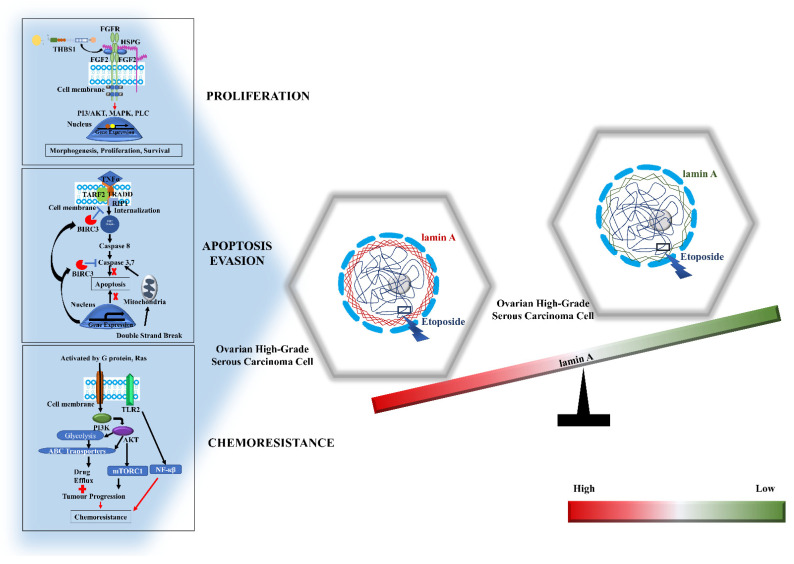
The molecules associated with the role of lamin A in the maintenance of genomic stability, cellular viability, apoptotic evasion, and, more interestingly, resistance to DNA damaging agents or chemotherapeutic substances in the context of high-grade ovarian serous carcinoma.

**Table 1:** The differentially expressed genes and the associated pathways.

Gene Names	Associated Pathways
RIF1, MCM10, XRCC2, BRIP1	DNA Damage/Telomere Stress Induced Senescence
BRCA2	Meiotic recombination
PLK1	Condensation of Prophase Chromosomes, DNA packaging, Signaling by Rho GTPases, PID TAP63 pathway, Microtubule cytoskeleton organization involved in mitosis, PID PLK1 pathway
RIF1	Negative regulation of gene expression [epigenetic], Chromatin organization involved in negative regulation of transcription, Nonhomologous End-Joining (NHEJ), Gene silencing, Regulation of chromatin organization
PIF1	Chromosome Maintenance
PIF1, BRIP1, BRCA2, PLK1	Cell Cycle
THBS1	Transcriptional regulation by RUNX1, TGF-beta receptor signaling
BIRC3	Ub-specific processing proteases, Deubiquitination
POLQ	DNA conformation change
MCM10	Cell Cycle [Mitotic]
RIF1, PIF1, BRCA2, XRCC2, POLQ	DNA Double-Strand Break Repair
BRCA2	HDR through Homologous Recombination (HRR) or Single Strand Annealing (SSA), Meiotic cell cycle
MCM10, BRIP1	G2/M Checkpoints
RIF1, PIF1, FGF2, THBS1, PLK1, XRCC2, POLQ, TLR2, BRIP1	Negative regulation of DNA recombination
RIF1, PIF1, FGF2, POLQ	Negative regulation of DNA metabolic process
PIF1, TLR2	Negative regulation of cellular component organization
FGF2, THBS1, TLR2	Rap1 signaling pathway
FGF2, THBS1	Regulation of fibroblast growth factor receptor signaling pathway
FGF2, THBS1, TLR2	PI3K-Akt signaling pathway
RIF1, FGF2	Pluripotent stem cell differentiation pathway
FGF2	Tissue morphogenesis, Microtubule cytoskeleton organization, Positive regulation of pri-miRNA transcription by RNA polymerase II
FGF2, THBS1, TLR2	Negative regulation of cell population proliferation
RIF1, BRCA2, XRCC2, BRIP1, POLQ	Double-strand break repair
BRCA2, XRCC2, BRIP1	Defective HDR through Homologous Recombination Repair (HRR) due to PALB2 loss of BRCA1 binding function
XRCC2, BRCA2	Resolution of D-loop Structures through Holliday Junction Intermediates
FGF2, THBS1	Transmembrane receptor protein serine/threonine kinase signaling pathway
RIF1, PIF1, BRCA2, PLK1, TLR2	Telomere organization
BRCA2, XRCC2, BRIP1	Fanconi anemia pathway

## Data Availability

RNA Sequencing data from this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE211529 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211529 (accessed on 23 August 2022)) Rest of the data will be available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12050757/s1, Supplementary materials file S1: Supplementary Table S1. siRNA sequence used in this study; Supplementary Table S2. List of antibodies, dilutions, company, and catalog numbers used in this study; Supplementary Table S3. Sequences of primers used in this study; Supplementary Figure S1. ImageJ workflow for measurement of fluorescence intensities in the nuclear rim. Fluorescence intensities in the nuclear rim have been measured in lamin A and lamin B stained IOSE and OVCAR3 nucleus. Twenty nuclei from ten different fields for each of the samples were used for quantification. Error bar indicates standard error; Supplementary Figure S2: confocal images of OVCAR3 and IOSE nuclei stained with Rad51. Magnification: 60×. Scale Bar: 5 µm; Supplementary Figure S3: A. Mode of action of the drug, etoposide. B. Representative images of neutral comet assays. OVCAR3 cells were treated with etoposide and investigated by neutral comet assays (scale bar = 2 µm). Tail length and intensities were measured by ImageJ. Fifteen nuclei from each field were analysed. Ten such fields were used for quantification from each independent experiment. Error bar indicates standard error of mean. Statistical significance has been analysed by paired *t* test (parametric). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] C. confocal micrographs showing the distribution of γH2AX in OVCAR3 cells before and after treatment. Magnification: 60×. Scale bar; 5 µm. The bar diagram shows the integrated density from the green channel (γH2AX). Error bar indicates standard error of mean. Statistical significance has been analysed by paired *t* test (parametric). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] D. Confocal micrographs showing the distribution of PCNA in OVCAR3 cells before and after treatment for 24 h and 48 h. Magnification: 60×. Scale bar; 5 µm. The bar diagram shows the integrated densities from the green channel at 24 h and 48 h normalized with green channel (PCNA) intensities of the sham control. Error bar indicates standard error of mean. Statistical significance has been analysed by paired *t* test (parametric). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)] E. western blots showing the level of γH2AX and PCNA. β Actin is used as the loading control. The bar graph shows the normalized density of γH2AX quantified from the blot in treated and untreated OVCAR3 cells. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple t tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]; Supplementary Figure S4: A. western blots showing the level of Ku70, Rad51, and γH2AX in etoposide treated and untreated OVCAR3 cells. β Actin is used as the loading control. B. qPCR showing fold changes of DNA damage repair proteins in OVCAR3 cells treated with etoposide. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple t tests (unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). *p* value output is in GP style [0.1234 (ns), 0.0332 (*), 0.0021 (**), 0.0002 (***), <0.0001 (****)]; Supplementary Figure S5: different quality control values and alignment rates of the samples used for RNA sequencing; Supplementary Figure S6: Western blot showing knockdown efficiency of different concentrations of siRNA complexes for lamin A. β Actin is used as loading control; Supplementary Figure S7: immunofluorescence images PCNA in etoposide treated OVCAR3 nuclei following lamin A knockdown. The first panel shows DAPI staining, the second panel shows PCNA staining, and the third panel shows the merged images. Magnification: 60×. Scale bar: 5 µm.; supplementary information file S2: spreadsheet containing the list of selected differentially expressed genes with adj *p* value < 0.05 and log2FoldChange is equal to or more than 1.5.; supplementary information file S3: spreadsheet containing enrichment analysis results; supporting information file S4: spreadsheet containing information on 1601 interactors of lamin A reported to date; supporting information file S5: open regulatory annotation database (ORegAnno) has information about regulatory regions, transcription factor binding sites, RNA binding sites, and regulatory elements.

# Supplementary material for: Elevated Levels of Lamin A Promote HR and NHEJ-Mediated Repair Mechanisms in High-Grade Ovarian Serous Carcinoma Cell Line
**Source:** Cells. 2023 Feb 27;12(5):757. doi: 10.3390/cells12050757
**Supplement:** Supplementary file 1

## Elevated levels of lamin A promote HR and NHEJ-mediated repair mechanisms in high-grade ovarian serous carcinoma cell line

Duhita Sengupta<sup>a,b</sup>, Asima Mukhopadhyay<sup>c</sup>, Kaushik Sengupta<sup>a,b\*</sup>

### Supporting Information file S1:

**Table S1.**

#### siRNA Sequence:

| siRNA   | Sequence                   |
|---------|----------------------------|
| siRNA 1 | 5'GGUGGUGACGAUCUGGGCU3'    |
| siRNA 2 | 5'AACUGGACUCCAGAAGAACAUC3' |

**Table S2.**

#### Antibodies:

| Name                                               | Company                   | Dilution               | Catalog no  |
|----------------------------------------------------|---------------------------|------------------------|-------------|
| Lamin A                                            | Sigma-Aldrich             | IF: 1:100 ; WB : 1:500 | L1293       |
| Lamin B                                            | SantaCruz                 | IF: 1:50 ; WB : 1:100  | sc-6217     |
| $\gamma$ H2AX                                      | EMD-Millipore             | IF: 1:50 ; WB : 1:1200 | 05-636-25UG |
| Rad51                                              | Abcam                     | IF: 1:50 ; WB : 1:500  | ab63801     |
| BRCA1                                              | EMD-Millipore             | IF: 1:50               | SAB2702136  |
| BRCA2                                              | Thermo Fischer Scientific | IF: 1:50               | 234403      |
| Ku70                                               | SantaCruz                 | IF: 1:50 ; WB : 1:1000 | sc-5309     |
| PCNA                                               | SantaCruz                 | IF: 1:50 ; WB : 1:500  | sc-56       |
| $\beta$ Actin                                      | Sigma-Aldrich             | WB : 1:1000            | A5316       |
| Anti-BrdU                                          | SantaCruz                 | IF : 1:50              | sc-32323    |
| Goat anti-Mouse IgG (H+L) Secondary Antibody, HRP  | Thermo Fischer Scientific | WB: 1:400              | 32430       |
| Goat anti-Rabbit IgG (H+L) Secondary Antibody, HRP | Thermo Fischer Scientific | WB: 1:400              | 32460       |

**Table S3.****Primer Sequences:**

| <b>Primer</b> | <b>Sequence</b>                                                                    |
|---------------|------------------------------------------------------------------------------------|
| GAPDH         | Forward: 5'- GAAGGTGAAGGTCGGAGTCAAC -3'<br>Reverse: 5'- CAGAGTTAAAAGCAGCCCTGGT -3' |
| LB            | Forward: 5'- AAAAGACAACCTCTCGTCGCAT- 3'<br>Reverse: 5'-CCGCTTTCCTCTAGTTGTACG -3'   |
| BRCA1         | Forward: 5'-CTGAAGACTGCTCAGGGCTATC-3'<br>Reverse: 5'-AGGGTAGCTGTTAGAAGGCTGG-3'     |
| Ku70          | Forward: 5'-TGCCACAGGAAGAAGAGTTG-3'<br>Reverse: 5'-CTCTGGAGTTGCCATGATTT-3'         |
| PIF1          | Forward: 5'- GGTAAGGTACACAGATTTGAGGC-3'<br>Reverse: 5'-CCCGAGACACCGATAAGTTTT-3'    |
| RIF1          | Forward: 5'-TGTTGGAGACTTTGGAAGACC-3'<br>Reverse: 5'-ACTTTGTACAGCCGAGGAAG-3'        |
| BRCA2         | Forward: 5'-TTCATGGAGCAGAACTGGTG-3'<br>Reverse: 5'-AGGAAAAGGTCTAGGGTCAGG-3'        |
| FGF2          | Forward: 5'-ACCCTCACATCAAGCTACAAC-3'<br>Reverse: 5'-AAAAGAAACACTCATCCGTAACAC-3'    |
| TLR2          | Forward: 5'-TGGTAGTTGTGGGTTGAAGC-3'<br>Reverse: 5'- GACAGAGAAGCCTGATTGGAG-3'       |
| BIRC3         | Forward: 5'-AATGCTTTTGCTGTGATGGTG-3'<br>Reverse: 5'-GCTTGAACCTTGACGGATGAAC-3'      |
| THBS1         | Forward: 5'-CTCCCTATGCTATCACAACG-3'<br>Reverse: 5'-AGGAAGTGTGGCATTGGAG-3'          |
| PLK1          | Forward: 5'-ACAGTTTCGAGGTGGATGTG-3'<br>Reverse: 5'-GGTTGATGTGCTTGGAATAC-3'         |
| XRCC2         | Forward: 5'-CAGTTGGTGAATGGCGTTG-3'<br>Reverse: 5'-CTACCTTCAAGTCGGGCAAG-3'          |
| POLQ          | Forward: 5'-GCCAGGGTTCTCTATGCTTC-3'<br>Reverse: 5'-TCTTCAACTGCTTCCTCTTCC-3'        |
| MCM10         | Forward: 5'-AACCAGCCATCAAGTCCATC-3'<br>Reverse: 5'-TGGGCTCTCAACTTCACTTG-3'         |
| BRIP1         | Forward: 5'-GCTTAGCCTTACTTTGTTCTGC-3'<br>Reverse: 5'-TTTCACTTACGCCCTCATCTG-3'      |
| TP53          | Forward: 5'-GCCATCTACAAGCAGTCACAG-3'<br>Reverse: 5'-TCATCCAAATACTCCACACGC-3'       |
| MYC           | Forward: 5'-TTCGGGTAGTGGAACACCAG-3'<br>Reverse: 5'-AGTAGAAATACGGCTGCACC-3'         |
| TEAD4         | Forward: 5'-ATGTTGGAGTTCTCTGCCTTC-3'<br>Reverse: 5'-GGGAATTTGTCATAGATTGCGG-3'      |
| CTCF          | Forward: 5'-GCCATTCAAGTGTCCATGTG-3'<br>Reverse: 5'-CTCATGTGCCTTTTCAGCTTG-3'        |

## Supplementary Figures:

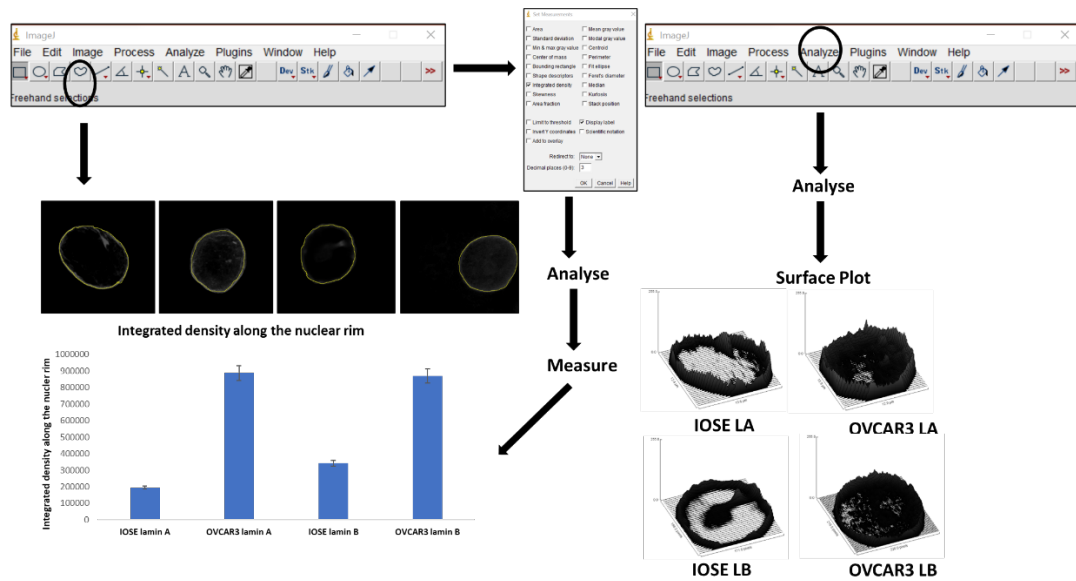

**Figure S1:** ImageJ work flow for measurement of fluorescence intensities in the nuclear rim. Fluorescence intensities in the nuclear rim have been measured in lamin A and lamin B stained IOSE and OVCAR3 nuclei. 20 nuclei from 10 different fields for each of the samples were used for quantification. Error bar indicates standard error.

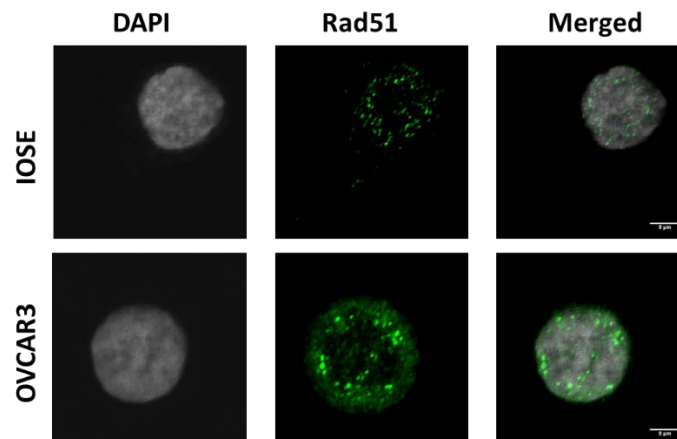

**Figure S2.** Confocal images of OVCAR3 and IOSE nuclei stained with Rad51. Magnification: 60X. Scale Bar: 5 $\mu$ m

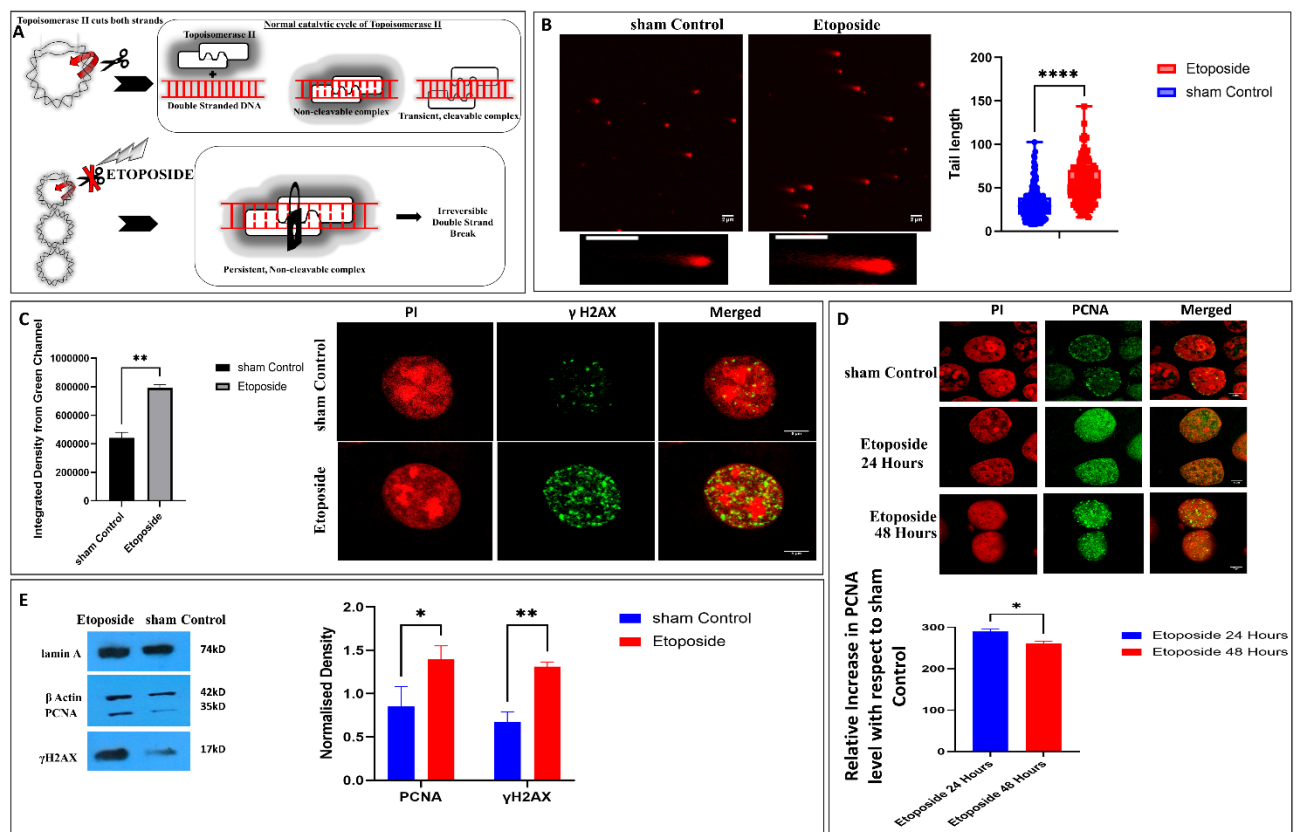

**Figure S3: OVCAR3 cells were induced to DNA damage by Etoposide.** A. Mode of action of the drug, Etoposide. B. Representative images of neutral comet assays. OVCAR3 cells were treated with Etoposide and investigated by neutral comet assays (Scale bar = 2μm). Tail length and intensities were measured by ImageJ. 15 nuclei from each field were analyzed. 10 such fields were used for quantification from each independent experiment. Error bar indicates standard error of mean. Statistical significance has been analysed by Paired t- test (parametric). p value output is in GP style [0.1234(ns), 0.0332(\*),0.0021(\*\*),0.0002(\*\*\*),<0.0001(\*\*\*)] C. Confocal micrographs showing the distribution of γH2AX in OVCAR3 cells before and after treatment. Magnification: 60X. Scale Bar; 5μm. The bar diagram shows the integrated density from the green channel (γH2AX). Error bar indicates standard error of mean. Statistical significance has been analysed by Paired t- test (parametric). p value output is in GP style [0.1234(ns), 0.0332(\*),0.0021(\*\*),0.0002(\*\*\*),<0.0001(\*\*\*)] D. Confocal micrographs showing the distribution of PCNA in OVCAR3 cells before and after treatment for 24 hours and 48 hours. Magnification: 60X. Scale Bar; 5μm. The bar diagram shows the integrated densities from the green channel at 24 hours and 48 hours normalized with green channel (PCNA) intensities of the sham Control. Error bar indicates standard error of mean. Statistical significance has been analysed by Paired t- test (parametric). p value output is in GP style [0.1234(ns), 0.0332(\*),0.0021(\*\*),0.0002(\*\*\*),<0.0001(\*\*\*)] E. Western Blots showing the level of γH2AX and PCNA. β Actin is used as the loading control. The bar graph shows the normalized density of γH2AX quantified from the blot in treated and untreated OVCAR3 cells. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple t tests (Unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). p value output is in GP style [0.1234(ns), 0.0332(\*),0.0021(\*\*),0.0002(\*\*\*),<0.0001(\*\*\*)]

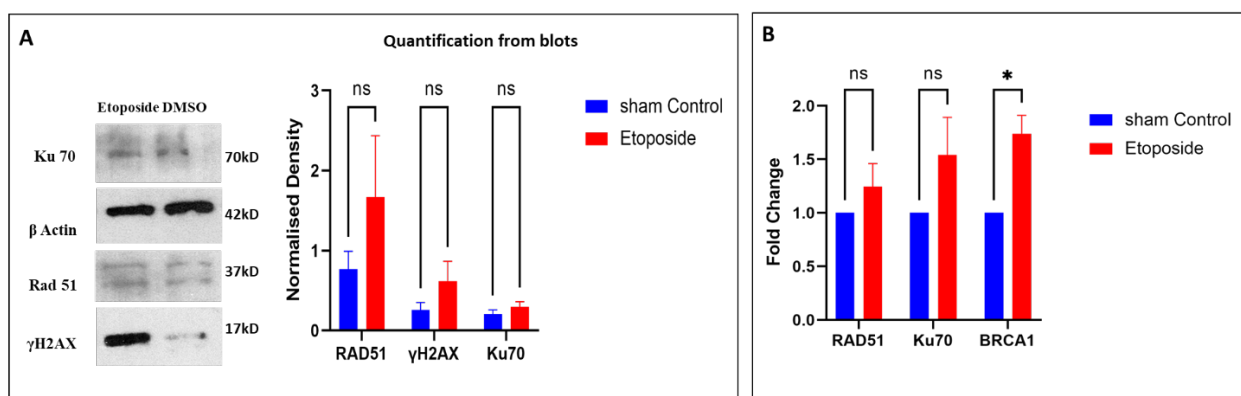

**Figure S4:** Western Blots showing the level of Ku70, Rad51, and  $\gamma$ H2AX in etoposide-treated and untreated OVCAR3 cells.  $\beta$  Actin is used as the loading control. **D.** qPCR showing fold changes of DNA Damage repair proteins in OVCAR3 cells treated with etoposide. Error bar indicates standard error of mean. Statistical significance has been analysed by multiple t tests (Unpaired, using parametric test, assuming both samples from each row are from populations with the same SD). p value output is in GP style [0.1234(ns), 0.0332(\*), 0.0021(\*\*), 0.0002(\*\*\*), <0.0001(\*\*\*\*)]

| Sample Name   | Overall Alignment Rate |
|---------------|------------------------|
| C1 (Mock)     | 91.30%                 |
| C2(Mock)      | 92.48%                 |
| D1(Etoposide) | 92.44%                 |
| D2(Etoposide) | 92.65%                 |

| Lane | Project | Sample | Barcode sequence  | PF Clusters | % of the lane | % Perfect barcode | % One mismatch barcode | Yield (Mbases) | % PF Clusters | % $\geq$ Q30 bases | Mean Quality Score |
|------|---------|--------|-------------------|-------------|---------------|-------------------|------------------------|----------------|---------------|--------------------|--------------------|
| 2    | default | C1     | TCTGCAAG+AAGGTGAA | 8,48,64,895 | 2.62          | 95.41             | 4.59                   | 16,973         | 100           | 93.52              | 35.86              |
| 2    | default | C2     | CAGCGGTA+CCAAGTCA | 8,76,81,562 | 2.71          | 97.62             | 2.38                   | 17,536         | 100           | 93.57              | 35.88              |
| 2    | default | D1     | CGCCTTCC+AAGTCCGC | 6,20,22,475 | 1.91          | 97.77             | 2.23                   | 12,404         | 100           | 93.72              | 35.91              |
| 2    | default | D2     | CAATAGTC+GTGAGCTG | 7,30,12,620 | 2.25          | 96.74             | 3.26                   | 14,603         | 100           | 93.77              | 35.92              |

**Figure S5:** Different quality control values and alignment rates of the samples used for RNA Sequencing.

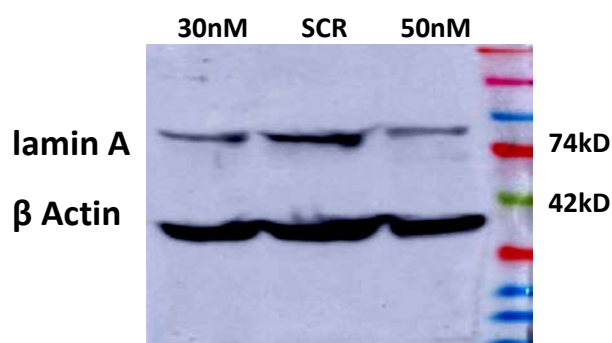

**Figure S6:** Western blot showing knockdown efficiency of different concentrations of siRNA complexes for lamin A.  $\beta$  Actin is used as loading control.

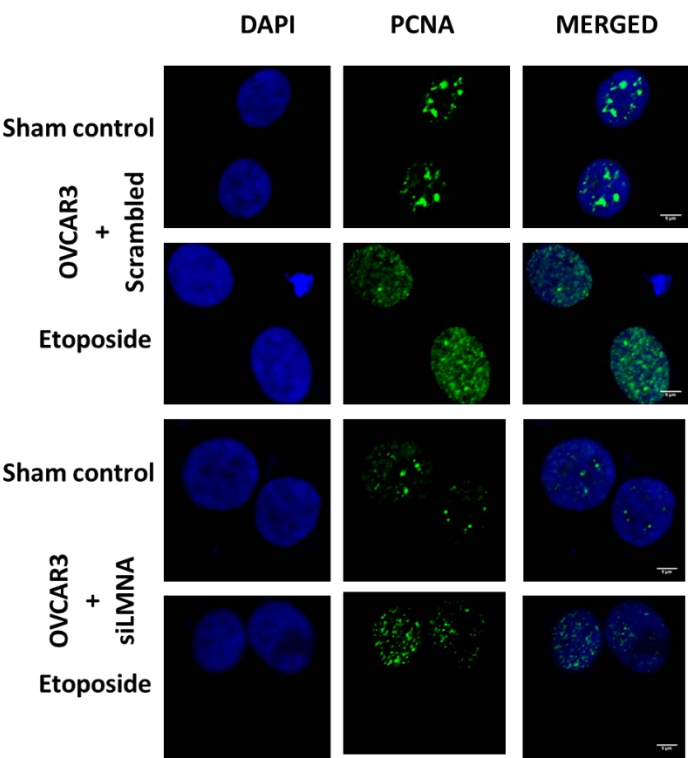

**Figure S7:** Immunofluorescence images of etoposide treated OVCAR3 nuclei following lamin A knockdown. The first panel shows DAPI staining and the third panel shows the merged images. Magnification: 60X. Scale Bar: 5 $\mu$ m.

Raw images of blots:

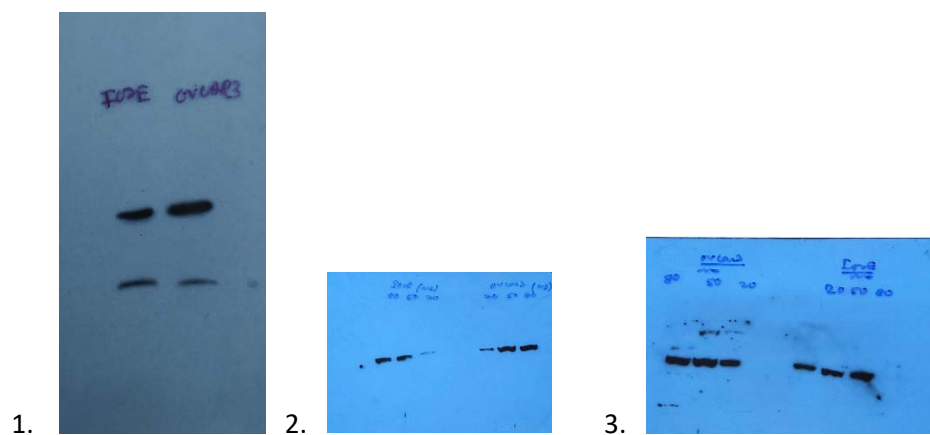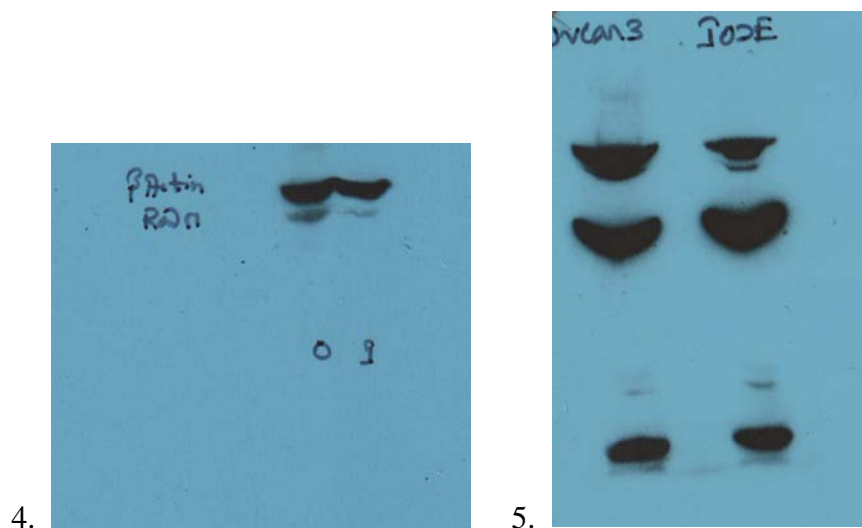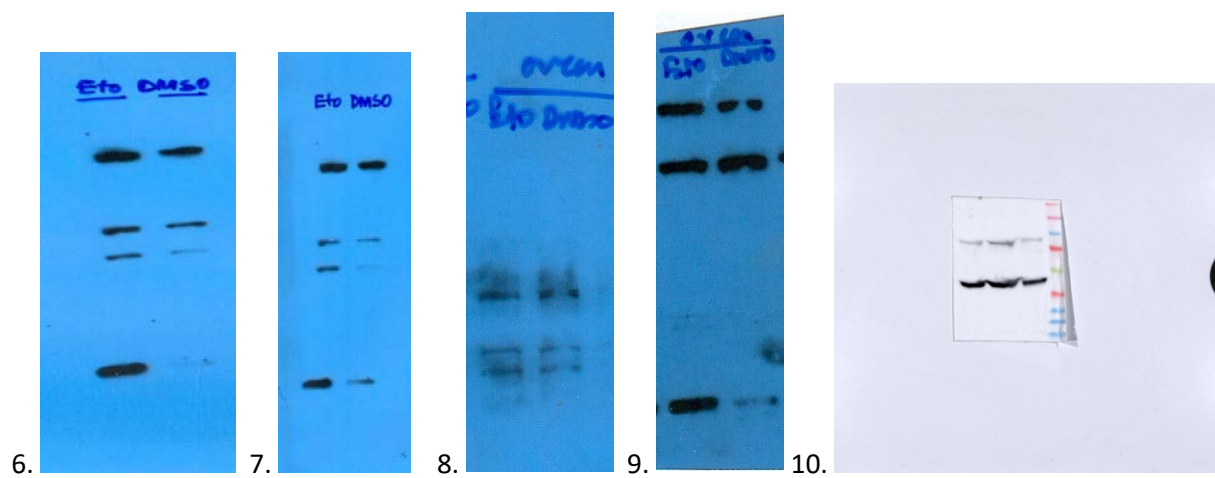

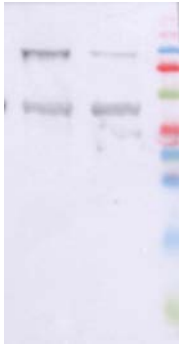

11.

1. lamin A (upper) (pAb)(Rabbit) and  $\beta$  Actin (lower)(mAb)(Mouse)
2. lamin B(pAb)(Goat) (3 no. blot was stripped and probed with lamin B)
3.  $\beta$  Actin(mAb)(Mouse)
4.  $\beta$  Actin(upper))(mAb)(Mouse), Rad 51 (pAb)(Rabbit) (lower)
5.  $\beta$  Actin (upper))(mAb)(Mouse),  $\gamma$ H2AX (lower)(mAb)(Mouse) ( upper most band denotes lamin A, but that has not been used in this paper. Lamin A blot has been freshly revised)
6. 7<sup>th</sup> blot in higher exposure time
7. lamin A (upper) (pAb)(Rabbit),  $\beta$  Actin (mAb)(Mouse), PCNA (mAb)(Mouse),  $\gamma$ H2AX (lower)(mAb)(Mouse)
8. Ku70 (mouse)(mAb), Rad51 (Rabbit)(pAb), 9 no. blot was stripped and probed with Ku70 and Rad51
9.  $\beta$  Actin (upper))(mAb)(Mouse),  $\gamma$ H2AX (lower)(mAb)(Mouse) ( upper most band denotes lamin A, but that has not been used in this paper.)
10. lamin A (upper) (pAb)(Rabbit) and  $\beta$  Actin (lower)(mAb)(Mouse)
11. lamin A (upper) (pAb)(Rabbit) and  $\beta$  Actin (lower)(mAb)(Mouse)

How the deposited data were processed for this re-analysis (not part of the article)

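Gene expression was measured by RNA sequencing in 4 libraries of OVCAR3 cells, 2 from DMSO treated and 2 from etoposide treated (1.7 µM, 24 h) cultures. The authors aligned the reads to GRCh38 with HISAT2, sorted them with SAMtools and ran StringTie 2.1.7 with the Ensembl annotation, restricted to annotated transcripts and without a strand option. For each of 236853 transcripts, the authors' files give a coverage per base, an FPKM scaled to the mapped bases of the library, and a TPM that sums to the same total in every library. The authors' differential expression came from counts with DESeq2, and those counts are not part of the files. Over 1333 genes of the paper's supplementary table, the paper's mean count divided by coverage times transcript length over 75 bases had a median of 0.992, while over the 200 bases of a read pair it had a median of 2.64. Libraries were assigned to groups from their labels and the legend of Figure 3A. The mapped bases implied by the deposited FPKM and coverage equal 64473500 and 66500500 read pairs for DMSO and 47687150 and 58513500 for etoposide, or 76.0%, 75.8%, 76.9% and 80.1% of the paper's read pairs that passed the filter. The paper's alignment rates are 91.30%, 92.48%, 92.44% and 92.65%.

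From there, FPKM were summed over the transcripts of each of 60605 genes. Names of 35886 genes came from the files, and GENCODE release 44 gave gene types, with 60463 gene IDs found in it. Transcript length and GC content came from the exons in the files and the genome sequence. The files hold FPKM and no counts, so that the test of the design set before the data were examined was applied: limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), for 22185 genes with a mean FPKM of at least 0.1, with a coefficient for etoposide against DMSO, moderation of the variance with a trend and robust fitting, and Benjamini-Hochberg adjustment. Transcripts of LMNA were tested in the same way among 71340 transcripts and told apart as lamin A or lamin C by the length of the encoded protein. Lists of genes were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data on 2 residual degrees of freedom, and with fry. The 39 lists cover repair pathways, telomeres, replication, cell-cycle phases, histones, NF-kB, interferon, senescence, immediate early, TGF-beta and Notch genes, apoptosis, the nuclear lamina, drug transporters, epithelial markers, ribosomal proteins, cholesterol synthesis, markers of fibroblasts, leukocytes, endothelium and mesothelium, and groups of genes that the paper names. A table written with Python 3.11.15 and pandas 2.3.3 sets the values beside the paper's, and figures were drawn with matplotlib 3.10.9.

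Genes were named by a rule set before the data were examined: every gene the paper names for these cells, the 13 histone genes of its senescence term, up to 4 members of each list with the smallest p-values, and the 10 largest rises and 10 largest falls among protein-coding genes past an adjusted p of 0.05 and 1.5-fold, of which there were 0. The values in the paper's supplementary tables had been seen when the lists and the rule were set. The gene test, the list test and the correction were tested on simulated data. Values for 22185 genes were simulated in 10 draws with the mean trend and spread that limma fitted to these libraries. The test recovered 60 of 670 genes changed 1.5-fold (8.96%), 410 of 670 changed 2-fold (61.2%) and 646 of 660 changed 4-fold (97.9%), with 5.58% of the calls false. Of 10 lists of 50 genes shifted by 0.3 on the log2 scale, 10 were called, and 0 unchanged lists were. The simulation modelled the mean trend and the spread, and no correlation between the genes of a list. In the real lists the estimated correlation ranged from −0.20 (mesothelial markers) to 0.81 (cytosolic ribosomal proteins). The simulation therefore cannot show how often camera at its preset correlation calls unchanged lists of correlated genes. A simulated correlation with length of 0.670 was −0.00031 after the loess correction (span 0.3). Genes under an FPKM of 1 rest on fewer fragments than higher genes of the same length. The files give no counts. Fragments can be estimated from the deposited values, as was done for voom, but no interval was made from them.

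The alternatives were other pseudocounts and filters, TPM, 2 other scalings, estimated fragments with limma's voom, no trend, protein-coding genes alone, a correction for length and GC content, the replicate number as a block, and leaving out each library. Reads, sequence quality and the paper's experiments other than RNA sequencing were not analysed here.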

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

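Of the tests in this part, those of a bias of a single DMSO library, of RNA without a poly(A) tail, of length and GC bias, of shared histone reads and of fewer cells in S phase were chosen after related values had been seen.

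The paper does not discuss the following 4 lists, which showed a signal beside the DMSO libraries. NF-kB target genes were higher, with 19 of 26 up, a median log2 fold change of 0.21 and adjusted p = 0.0142 from camera (adjusted p = 0.41 with an estimated correlation). The median of the NF-kB target genes was 0.13 without DMSO replicate 1 and 0.14 after the correction for length and GC content, and 0.13 with a pseudocount of 1. This list did not pass without DMSO replicate 2 (median 0.20, adjusted p = 0.165), without etoposide replicate 2 (median 0.094, adjusted p = 0.117) or with genes of a mean FPKM of at least 1 alone (median 0.16, adjusted p = 0.0747), and it shares TLR2 with the genes the study chose. The interferon-stimulated genes were higher, with 29 of 34 up, a median of 0.20 and adjusted p = 8.96e-04 (adjusted p = 0.41 with an estimated correlation), and did not pass without etoposide replicate 2 (median 0.18, adjusted p = 0.0583). Markers of simple epithelium and serous carcinoma were lower, with 17 of 19 down, a median of −0.22 (−0.14 without DMSO replicate 1) and adjusted p = 2.15e-06 (adjusted p = 0.41 with an estimated correlation). Cytosolic ribosomal proteins were lower, with 70 of 77 down, a median of −0.11 that was 0.020 after quantile normalization and adjusted p = 1.45e-06 (adjusted p = 0.60 with an estimated correlation), and they did not pass without DMSO replicate 1 (median −0.023, adjusted p = 0.139). Without DMSO replicate 2 the median of the cytosolic ribosomal proteins was −0.23.

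The fold changes of etoposide against DMSO climbed with transcript length and fell with GC content. Without DMSO replicate 1 the correlation with length was 0.0113, so that a bias of that single library is a candidate explanation for the trend with length, while a trend with GC content of −0.107 was left. The correlation of the corrected fold changes with the genomic span was −0.0059. The correction also lowered the correlation with span between the DMSO replicates, from 0.291 to 0.064. It could therefore absorb an effect of etoposide on genes that span a long stretch of the genome, so that the value cannot decide on such an effect. Which of the DMSO libraries is the odd one, and what made them differ, is not known. The paper places all libraries in the same sequencing lane, and neither it nor the labels give a batch of their preparation.

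Histone transcripts were lower after etoposide, for 47 of 54 replication-dependent genes. Length and GC bias is argued against as the whole cause, since the median after the correction was −0.38 with a spread of 0.063, and 43 genes were lower and 11 higher. The spreads in this paragraph are across genes taken as independent, and not between libraries. Reads shared between near-identical genes would leave the sum unchanged, and the summed FPKM had a log2 fold change of −0.67 with a gap of 0.60 between the groups, while fewer cells in S phase would lower the S phase markers, whose median was 0.31 with a spread of 0.022. Replication-dependent histone mRNAs lack a poly(A) tail. A smaller carry-over of such RNA into the etoposide libraries cannot be told apart from a lower level. The 24 other RNAs taken to lack a tail had a median of −0.10 with a spread of 0.13, which decides neither way. They include U6 and U1 pseudogenes, such as RNU6-5P and RNU1-153P, whose lack of a tail was not tested. Lower histone mRNA after DNA damage may therefore be a biological response. Neither it nor that carry-over was settled for the replication-dependent genes. Of 13 replication-independent histone genes, 10 were lower and 3 higher, with a median of −0.21. A carry-over of RNA without a tail would not account for this smaller fall if their mRNAs have a tail, which was not tested.

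Genes of S phase were higher and genes of G2 and M phase lower after etoposide. Length and GC bias is argued against as the whole cause, since after the correction the medians of both lists differed by 0.47. DMSO replicate 1 alone is argued against too, since without it the medians differed by 0.46. Without DMSO replicate 2 the G2 and M phase list did not pass (median −0.076, adjusted p = 0.0632), so that the fall of these genes rests in part on that library. A larger share of etoposide treated cells in S phase would raise the S phase markers. It would also raise the replication-dependent histones if histone mRNA per S phase cell stayed the same, which was not measured. Of these histone genes 47 of 54 were lower, which therefore decides neither way. In a separate experiment the paper reports more BrdU-positive cells after etoposide, which goes with a larger share. The hypothesis of a larger share, found on the same data, stays open. A change of expression within each phase and a different pace of release from nocodazole stay open too and were not tested.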

How the results depend on the processing

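The filter at a mean FPKM of 1 joined to the correction, and fragments of 75 bases, were chosen after seeing the data. The count of genes at an adjusted p under 0.05 was 0 under both other pseudocounts, both other filters, TPM, median-of-ratios and quantile scaling, no trend, protein-coding genes alone and fragments of 75 bases. It was 1 with estimated fragments and voom (higher, past 1.5-fold), and 6 with the length and GC correction (0 higher, 6 lower, all past 1.5-fold). With the correction and the filter at a mean FPKM of 1 it was 165 (32 higher and 133 lower; past 1.5-fold 44, 7 higher and 37 lower). The cause was not tested. A log2 fold threshold of 1.5 gave 0. With the replicate block it was 0, and 0 with the block and the correction; the numbers do not pair the libraries, whose deviations from the group means had a correlation of 0.0196. Leaving out each library gave 5 to 1934 genes (3 to 1344 higher, 2 to 590 lower), 5 to 617 past 1.5-fold (3 to 474 higher, 2 to 143 lower) and 1470 to 6519 at an unadjusted p under 0.05. The lowest count came without DMSO replicate 1 and the highest without DMSO replicate 2, with 98 and 102 without etoposide replicate 1 and replicate 2; 1 group then holds 1 library. TPM moved the median of all genes to 0.10, with 65.9% of genes higher against 56.2% in FPKM.

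Of 18 lists called, 0 were called with an estimated correlation and 0 of these 18 with fry, which called 1 other, the paper's double-strand break repair genes. After the length and GC correction, a combination chosen after seeing the data, fry called 13 of the 18 and 2 others. Of the 18, 18 held under median-of-ratios scaling and a pseudocount of 1, 17 under the correction and under the replicate block, 15 at a mean FPKM of at least 1, and 13 to 17 without 1 library; none turned its direction in these fits. The list lost under the block and the correction was negative regulation of DNA recombination. With a pseudocount of 1, 2 lists that are not among the 18 were called as well.

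Of the called lists, only the cytosolic ribosomal proteins turned their sign, with a median of 0.020 under quantile normalization against −0.11. The genes and other lists that turned were not called, and TEAD1 (0.28) lay furthest from 0. With median-of-ratios scaling the log2 fold change was −0.019 for LMNB1, −0.0047 for SMAD1 and −0.033 for XRCC6, and the medians −0.027 for TGF-beta, −0.0057 for transporter, −0.025 for endothelial and −0.033 for the other named genes. With quantile normalization SMAD1 had −0.018, and the medians were −0.060 for TGF-beta, −0.0070 for Notch, −0.0056 for transporter and −0.038 for endothelial genes. With TPM LMNB2 had 0.0028 and senescence secretory genes 0.0035, with voom LMNB1 −0.035 and XRCC6 −0.027 (−0.035 and −0.027 over 75 bases), and at a mean FPKM of at least 1 endothelial markers −0.023. With the correction LMNB1 had −0.035, SMAD1 −0.064 and XRCC6 −0.024, the same with the block, and −0.033, −0.061 and −0.018 with the filter; the medians were 0.044 for senescence secretory, −0.072 for TGF-beta, −0.016 for Notch, −0.0056 for anti-apoptotic and −0.013 for transporter genes, −0.030 for lamin A interactors and −0.035 for the other named genes. Without 1 library the ranges were −0.24 to 0.013 for CTCF, −0.13 to 0.17 for LMNB1, −0.079 to 0.14 for SMAD1, −0.028 to 0.60 for TEAD1 and −0.0064 to 0.015 for XRCC6. For the medians they were −0.060 to 0.088 (senescence secretory), −0.059 to 0.083 (TGF-beta), −0.056 to 0.072 (Notch), −0.018 to 0.077 (pro-apoptotic), −0.16 to 0.12 (fibroblast), −0.014 to 0.094 (endothelial), −0.19 to 0.036 (mesothelial), −0.053 to 0.11 (lamin A interactors) and −0.052 to −0.0040 (other named genes). The cause was not tested. Over 123 named genes, 2156 of 2321 values under alternatives kept their side and direction, 140 newly passed the test and 25 turned.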

Differences from the paper's values

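The paper shows the top 205 genes selected from a comparison at an adjusted p under 0.05 and 1.5-fold, and its supplementary sheet for these thresholds holds 190, where limma gave 0. None of the alternatives set before the data were examined came within 1.5 times of either count. Those with a count above 0 were estimated fragments with voom (1), the length and GC correction (6), and leaving out DMSO replicate 1 (5), DMSO replicate 2 (617), etoposide replicate 1 (98) or etoposide replicate 2 (102). The correction joined to a mean FPKM of at least 1, chosen after seeing the values, gave 44. The paper's supplementary table holds 556 genes at an adjusted p under 0.05 (206 higher and 350 lower), where limma gave 0, and no alternative set before the data were examined came within 1.5 times of it; leaving out DMSO replicate 2 gave 1934. The methods word the threshold as a log2 fold change of 1.5, which 26 of the 190 genes reach, while Figure 3B draws it at 0.58. The paper's numbers of genes came from DESeq2 on counts, and those here from other tests on FPKM or on estimated fragments. In simulated data limma recovered 8.96% or 62.2% of the genes changed 1.5-fold, depending on the variances assumed. Its 0 therefore does not show that the paper's genes were unchanged.

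For BIRC3 the paper's log2 fold change is 1.28, against 0.85 here. It came within the error with a pseudocount of 0.01 (1.19), TPM, voom (1.29) and without etoposide replicate 2, and not under the others. For CDKN2C the paper's value is −0.88, against −0.65 here. It came within the error with a pseudocount of 0.01, median-of-ratios scaling, quantile normalization, voom (−0.83), without DMSO replicate 2 and without etoposide replicate 2, and not under the others. For PLK1 the paper's value is −0.80, against −0.61 here. It came within the error with voom (−0.75), without DMSO replicate 2 and without etoposide replicate 2, and not under the others. The other 39 log2 fold changes that the paper's table gives for genes named here lay within the larger of the paper's standard error and the one here, taken gene by gene.

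The paper describes the genes of DNA packaging as raised, and here all 12 genes of its own list for that term were lower, with a median log2 fold change of −0.77. The values of the paper's own table for these genes, such as H2BC12, H1-2, H4C8 and PLK1, are lower as well, so that this differs from the sentence and not from that table. For the other groups of that statement, cell-cycle and replication genes were higher here for S phase (42 of 43) and replication (49 of 56) and lower for G2 and M phase (41 of 54), and telomere maintenance did not pass (19 of 27 higher, adjusted p = 0.400). The paper reports no change of LMNA, LMNB1 and LMNB2. None of them passed the test here, and in the paper's table LMNA has an adjusted p of 0.00786.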

Other observations

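Other groups of genes were measured in these cells too. Immediate early genes, which respond to growth signals and stress, were lower: 25 of 36, with a median log2 fold change of −0.12 (camera, adjusted p = 4.05e-04; adjusted p = 0.58 with an estimated correlation). They did not pass without DMSO replicate 2 (adjusted p = 0.120) or without etoposide replicate 1 (adjusted p = 0.0981). The median of the immediate early genes was −0.19 without DMSO replicate 1, and −0.066 and −0.19 without etoposide replicate 1 and replicate 2. In TPM, where the median of all genes was 0.10, it was −0.051. The transcription factor EGR2 had an FPKM of 3.40 ± 0.201 in DMSO treated and 1.60 ± 0.505 in etoposide treated cells (SD, n = 2), and FOS of 108 ± 0.391 against 81.9 ± 12.8. Keratins of simple epithelium were among the lower epithelial markers, with KRT8 at 1161 ± 149 against 797 ± 34.6 and KRT18 at 889.6 ± 76.7 against 625 ± 19.6 (DMSO against etoposide). Among NF-kB target genes, CD83 had a log2 fold change of 0.54 and RELB of 0.49, and among interferon-stimulated genes DTX3L had 0.46 (0.29 after the correction for length and GC content) and OAS3 0.55. PMAIP1, which promotes apoptosis, had an FPKM of 4.24 ± 0.817 against 7.48 ± 0.447 and the death receptor FAS of 2.36 ± 0.340 against 3.75 ± 0.725. None of the genes in this part passed an adjusted p under 0.05 over all genes with limma.

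Pro-apoptotic genes (15 of 26 higher, median 0.048, camera adjusted p = 0.452), senescence secretory genes (16 of 29 lower, median −0.063, adjusted p = 0.492), genes of cholesterol synthesis (15 of 22 higher, median 0.094, adjusted p = 0.301) and drug transporters and topoisomerases (8 of 14 higher, median 0.031, adjusted p = 0.538) did not pass. In the senescence list, the collagenase gene MMP1 had a log2 fold change of −1.05 (−0.42 with a pseudocount of 1), MMP10 of −0.74, and TIMP2, an inhibitor of such enzymes, of 0.35. ID1 and ID3, targets of BMP signals, had −0.50 and −0.61, and NOG, an inhibitor of BMP, −0.92.

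Some markers of other cell types were measured. Of 12 fibroblast markers 6 were measured, with a median FPKM of 0.379 (median log2 fold change 0.11, with camera's direction lower, adjusted p = 0.981). Of 13 leukocyte markers 4 were measured, at a median FPKM of 0.425 (median −0.15, adjusted p = 0.197), of 9 endothelial markers 5, at 0.671 (median 0.012, adjusted p = 0.707), and of 8 mesothelial markers 4, at 5.18 (median −0.10 and mean 0.013, adjusted p = 0.577). COL1A1 reached an FPKM of 5.95 in etoposide treated cells. In DMSO treated cells the endothelial markers EGFL7 and KDR had 8.07 and 4.39, and the mesothelial markers WT1 and MSLN, which serous carcinoma also expresses, 23.0 and 9.15.

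The paper measured some genes in other experiments on these treated cells, by western blot or qRT-PCR. In the RNA-seq libraries, PCNA had an FPKM of 43.7 ± 0.175 in DMSO treated and 56.4 ± 0.678 in etoposide treated cells (log2 fold change 0.37, standard error 0.069, adjusted p = 0.269 from limma) and BRCA1 of 5.04 ± 1.62 against 7.53 ± 0.268 (log2 fold change 0.61, standard error 0.21, adjusted p = 0.391 from limma). The log2 fold change of BRCA1 was 0.28 without DMSO replicate 1 and 0.93 without DMSO replicate 2. XRCC6, which encodes Ku70, had 99.2 ± 1.06 against 99.5 ± 0.832 (adjusted p = 0.983 from limma). H2AX, whose phosphorylated protein marks breaks, had 62.5 ± 5.16 against 49.5 ± 1.52 (log2 fold change −0.33, standard error 0.086, adjusted p = 0.327 from limma), and a log2 fold change of −0.21 after the correction for length and GC content. Of the 12 lamin A interactors of Figure 6D, 7 were higher and 5 lower, with a median of 0.054 and a mean of −0.032, and camera's direction was lower (adjusted p = 0.465). MYC had a log2 fold change of −0.42, IGFBP5 of −0.50 and TEAD4 of 0.24, or 0.14 without DMSO replicate 2. The 9 other genes that the paper names had a median of 0.0045 and a mean of −0.0079, with camera's direction lower (adjusted p = 0.600).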
